# Genes Influencing Circadian Differences in Blood Pressure in Hypertensive Mice

**DOI:** 10.1371/journal.pone.0019203

**Published:** 2011-04-26

**Authors:** Francine Z. Marques, Anna E. Campain, Pamela J. Davern, Yee Hwa J. Yang, Geoffrey A. Head, Brian J. Morris

## Abstract

Essential hypertension is a common multifactorial heritable condition in which increased sympathetic outflow from the central nervous system is involved in the elevation in blood pressure (BP), as well as the exaggerated morning surge in BP that is a risk factor for myocardial infarction and stroke in hypertensive patients. The Schlager BPH/2J mouse is a genetic model of hypertension in which increased sympathetic outflow from the hypothalamus has an important etiological role in the elevation of BP. Schlager hypertensive mice exhibit a large variation in BP between the active and inactive periods of the day, and also show a morning surge in BP. To investigate the genes responsible for the circadian variation in BP in hypertension, hypothalamic tissue was collected from BPH/2J and normotensive BPN/3J mice at the ‘peak’ (n = 12) and ‘trough’ (n = 6) of diurnal BP. Using Affymetrix GeneChip® Mouse Gene 1.0 ST Arrays, validation by quantitative real-time PCR and a statistical method that adjusted for clock genes, we identified 212 hypothalamic genes whose expression differed between ‘peak’ and ‘trough’ BP in the hypertensive strain. These included genes with known roles in BP regulation, such as vasopressin, oxytocin and thyrotropin releasing hormone, as well as genes not recognized previously as regulators of BP, including chemokine (C-C motif) ligand 19, hypocretin and zinc finger and BTB domain containing 16. Gene ontology analysis showed an enrichment of terms for inflammatory response, mitochondrial proton-transporting ATP synthase complex, structural constituent of ribosome, amongst others. In conclusion, we have identified genes whose expression differs between the peak and trough of 24-hour circadian BP in BPH/2J mice, pointing to mechanisms responsible for diurnal variation in BP. The findings may assist in the elucidation of the mechanism for the morning surge in BP in essential hypertension.

## Introduction

Essential hypertension is a common [1] multifactorial condition involving the influence of numerous, mostly unidentified genes, generally thought to have small effects on blood pressure (BP) [2]. Essential hypertensive patients display an exaggerated increase in BP levels in the morning, referred to as the morning BP surge [3]. The basis of this phenomenon is not well understood. The morning surge is known to increase risk of cardiovascular events [4]. The identification of the mechanisms responsible for circadian variations in BP, particularly in hypertensive patients, should assist in the design of new strategies for resolving the pathophysiology of this condition.

In both animal models and humans, there is increasing evidence that the sympathetic nervous system (SNS) is involved in the development and progression of hypertension [5]. The causes of the sympathetic activation are, however, still unclear. The SNS is also a key regulator of the morning BP surge phenomenon [6], and the use of drugs which target the SNS are effective in reducing it [7]. It was reported that acute sympathetic blockade decreases BP in the Schlager BPH/2J hypertensive mouse strain [8], consistent with involvement of the SNS in this genetic model of hypertension. The hypertensive strain presents a very distinctive circadian variation of BP similar to humans with essential hypertension. During the active phase average mean arterial pressure (MAP) of the BPH/2J strain is 30 mm Hg higher than in the normotensive (BPN/3J) strain, and during the inactive phase is 16 mm Hg higher (Figure 1) [8]. Moreover, during the active phase, hypothalamic regions in the Schlager hypertensive mouse, specifically the paraventricular nucleus (PVN) and dorsomedial hypothalamus (DMH), exhibit higher neuronal activation than is seen in the BPN/3J [8]. Importantly, the PVN and DMH are brain regions known to be critical for the regulation of cardiovascular autonomic function [9], [10]. These hypothalamic regions are therefore likely to be important for the exaggerated circadian variation of BP in BPH/2J mice.

**Figure 1:**
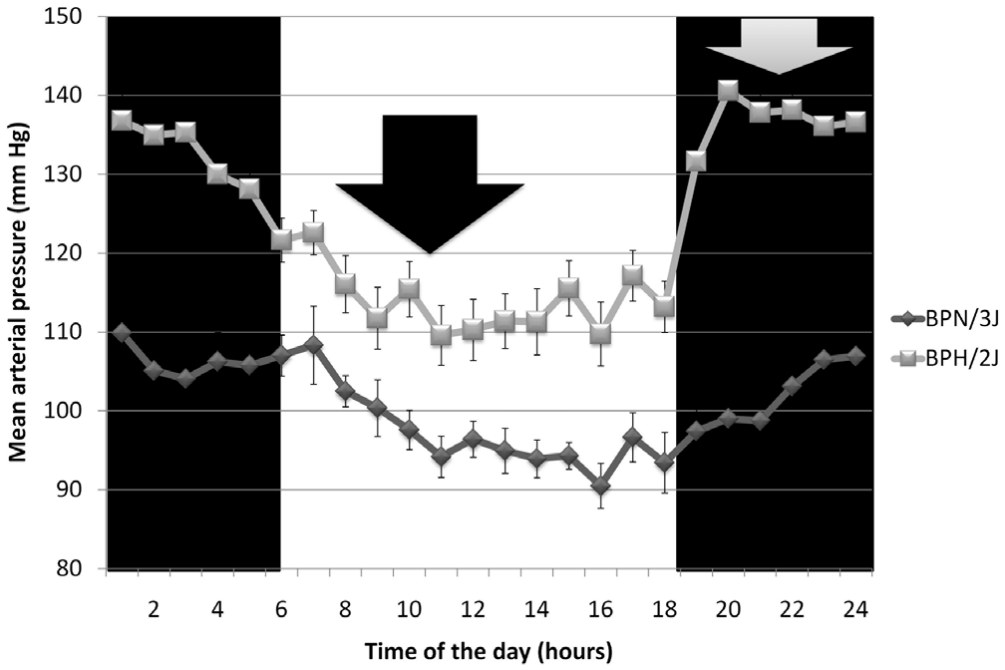
Circadian variation of blood pressure in the Schlager hypertensive and normotensive strains. Hourly averaged data showing the circadian variation of mean arterial pressure (mm Hg) during the active (night; outer black panels) and inactive (day; middle white panel) phases in 23 week-old BPN/3J and BPH/2J mice. Values are mean ± SEM for comparisons between strains across the entire 24 hours. Black arrow indicates when ‘trough’ BP samples were collected, and gray arrow indicates when ‘peak’ BP samples were collected. Adapted from Davern *et al.* [8].

The aim of the present study was to identify, at the genome-wide level, the genes and imputed mechanisms in the hypothalamus that contribute to the higher BP in the active (dark phase) period in the Schlager hypertensive mouse. Although the hypothalamus is known to be a major regulator of the normal circadian rhythm and level of BP, our objective was not to identify clock genes associated with normal changes of BP. Therefore we used a statistical analysis which sought to eliminate clock genes by first comparing samples from BPH/2J to those for the control collected at the same time, i.e., prior to comparing hypertensive samples collected at ‘peak’ or ‘trough’ BP.

## Methods

### Ethics Statement

This study was approved by the Alfred Hospital Animal Ethical Review Committee (Permit number: E/0866/2009/B).

### Samples and tissue collection

Radiotelemetry studies by ourselves [8], [11], as well as tail-cuff measurements [12], have shown that BPH/2J hypertensive mice have high overall MAP of 127±2 mm Hg [8], while BPN/3J mice have normal overall MAP of 111±1 mm Hg [8]. Moreover, the hypertensive strain shows an exaggerated day-night difference (17±2 mm Hg) compared to the normotensive strain (6±1 mm Hg) and normal BP C57/B16 mice (8±2 mm Hg) [8].

In the present study, adult (19–26 week old) BPH/2J mice and age-matched BPN/2J mice (n = 3/group, ‘trough’ BP) were killed with an overdose of pentobarbitone (Lethobarb) in the inactive period, when the MAP levels of the BPH/2J and BPN/3J models differ by only 16 mm Hg [8]. BPH/2J mice and age-matched BPN/2J mice (n = 6/group, ‘peak’ BP) were killed in the same way at the peak of the circadian variation in BP, when average MAP difference between the strains was maximal (30 mm Hg) [8]. Figure 1 indicates the times when the mice were killed. The PVN and DMH, as defined by known anatomical boundaries [13], were removed immediately after death by PJD, who has extensive experience in dissecting PVN and DMH regions of the hypothalamus [8], [13]. The tissue was first preserved in dry ice and later transferred to a –80°C freezer and used for microarray experiments within 7 days. Each animal was considered an individual sample and no pooling was performed.

### RNA extraction and quality and quantity assessment

The RNeasy kit (Qiagen) was used for RNA extraction and was performed according to the manufacturer's recommendations. RNA quality was confirmed based on a RNA integrity number (RIN) higher than 8 by use of an electrophoresis bioanalyzer (2100 Agilent Bioanalyzer). This step was carried out by the Ramaciotti Centre for Gene Function Analysis, University of New South Wales, Sydney, Australia. Quantification involved spectrophotometry (NanoDrop® ND-100 spectrophotometer, Thermo Scientific) in the Laboratory at the University of Sydney.

### Microarray experiments and analyses

mRNA was converted to single-stranded DNA, labeled and hybridized to GeneChip® Mouse Gene 1.0 ST Arrays (Affymetrix), which analyze 28,869 gene transcripts using 764,885 probe sets (on average 27 probes per gene), all according to the manufacturer's instructions, and with the assistance of the Ramaciotti Centre. Samples were normalized using robust-multi-array analysis (RMA) [14]. The data set obtained has been deposited in the NCBI Gene Expression Omnibus database according to MIAME guidelines with series accession number GSE26007.

Direct comparison of differentially expressed genes between ‘trough’ and ‘peak’ BP samples would normally identify many “clock” genes that are of limited interest. Thus gene expression related to the circadian differences in hypertension were found by first adjusting for the circadian differences from BPN/3J. This analysis was performed using the adjusted fold difference (*aFD*) statistics we described previously [15]. Differentially expressed genes were selected based on an absolute *aFD* value exceeding 1.5, where positive *aFD* values indicate higher expression at ‘peak’ BP and negative *aFD* values indicate higher expression ‘trough’ BP in the Schlager hypertensive mouse. Hierarchical clustering using Euclidean distance was performed with TMeV 4.5 [16].

The Gene Ontology (GO) database [17] was used to further interpret the differentially expressed gene data set and to identify over-represented functional groups of genes. A hypergeometric test using *GOstats* [18] was used to determine if particular GO terms were more significantly over or under represented in the differentially expressed gene list than the gene list of the entire array. Up-regulated and down-regulated genes were examined separately. A gene set test (GST), implemented via the Limma package [19], was used to highlight pathways that are differentially expressed as a set, for all genes ranked via *P* values, and adjusted by false discovery rate (FDR). In both the GO and GST analyses, ontologies with an overall probe count of less than 5 were removed.

Using the ‘Core Analysis’ function in the Ingenuity Pathway Analysis (IPA, Ingenuity® Systems, www.ingenuity.com) application, molecular networks were built. Briefly, a data set containing differentially expressed genes and respective fold differences were uploaded into the application. These genes were then correlated based on previous association between genes or proteins and known functional roles of genes. The biological relationship between two genes, represented as nodes, is shown as a line. Nodes with different shapes indicate different functional class.

### Semi-quantitative real-time PCR (qPCR)

qPCR was conducted to confirm the results for genes whose functions were considered to be of possible interest in hypertension. The first-strand complementary synthesis reaction was performed using the SuperScript® VILO™ cDNA Synthesis Kit (Invitrogen). Amplification reactions used the EXPRESS SYBR® GreenER™ qPCR reagent system (Invitrogen) in a Light Cycler 480 qPCR machine (Roche). Primers were specifically designed around the most differentially expressed probe in the transcript cluster of each gene using Primer3 [20]. Where possible, primers were designed to flank an exon-exon junction. Primer and conditions used are indicated in Table 1. Samples were run in duplicate. The specificity of the qPCR was ensured by melting curve analysis and agarose gel electrophoresis (data not shown). The β-actin mRNA (*Actb*) was used as the reference gene. The comparative C_T_ statistical method was used to assess significance [21].

**Table 1:** Selected genes differentially expressed at ‘peak’ BP in the Schlager hypertensive mouse compared to ‘trough’ BP samples, showing primers, qPCR conditions and adjusted fold difference (*aFD*) values for both qPCR and microarray experiments.

Official gene symbol	GenBank Accession #	Primer Sequence (5′ → 3′)	Concentration	Annealing temperature	*aFD* value (qPCR)	*aFD* value (arrays)
*Actb*	NM_007393.3	F: AACGGCTCCGGCATGTGCAAAG, R: ATCACACCCTGGTGCCTAGGGCG	200 nM	55–61°C	–	–
*Avp*	NM_009732.1	F: CTGCTGGCCTTCTCCTCCGCC, R: CGGGCCGCAGGGGAGACAC	200 nM	58°C	7.59	2.30
*Ccl19*	NM_011888.2	F: ACCTCCAGACCAGCCCTGGGT, R: TGGTGCTGTTGCCTTTGTTCTTGGC	200 nM	61°C	1.36	1.72
*Hcrt*	NM_010410.2	F: TGGGTATTTGGACCACTGCACTGA, R: CAGGGAACCTTTGTAGAAGGAAAGTTC	200 nM	55°C	6.12	2.05
*Oxt*	NM_011025.3	F: TCACCTACAGCGGATCTCAGACTGA, R: CCCAGGGGGCAGTTCTGGATGTA	200 nM	55°C	18.9	3.37
*Trh*	NM_009426.2	F: CCAGGAGGAAGGTGCTGTGAC, R: GTGATCCAGGAATCTAAGGCAGC	200 nM	55°C	8.46	2.10
*Zbtb16*	NM_001033324.2	F: GTCCGGTCCGGTCCCCTC, R: GGGCTCAGGCATGGGGCTCT	200 nM	58°C	3.75	1.61

F: forward primer, R: reverse primer. Values represent mean of the adjusted fold difference *(aFD)* statistic between ‘peak’ and ‘trough’ samples. Positive *aFD* values indicate higher expression in the hypertensive group samples collected in the active period, and negative *aFD* values indicate higher expression in the hypertensive group samples collected in the inactive period.

The *a*FD value was used to compare ‘trough’ and ‘peak’ BP hypertensive samples. Normotensive samples collected at the same times of 24 h BP variation as for the hypertensive mice were used as controls. The statistical package SPSS for Windows, Release 17.0, was used to compare normotensive and hypertensive groups collected at both ‘peak’ and ‘trough’ BP by one-way analysis of variance (ANOVA), followed by correction for multiple testing using the Bonferroni post-hoc test, to determine significance of differences between the groups. Significance was set at *P*<0.05.

## Results

Hierarchical clustering showed that hypertensive and normotensive samples collected at ‘peak’ or ‘trough’ BP have distinctive patterns of gene expression (Figure 2). 

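Hypothalamic RNA was hybridized to 18 Affymetrix Mouse Gene 1.0 ST arrays, with 1 mouse per array and no pooling. Both strains had 6 mice at ‘peak’ BP and 3 mice at ‘trough’ BP. The sample labels give the tissue as hypothalamus, and the paper describes dissection of the paraventricular nucleus and the dorsomedial hypothalamus. The ‘peak’ mice were 26 weeks old. The ‘trough’ mice were 18 weeks old by the sample labels and 19 weeks old by the description of the series, so the time of day and the age differed together. The authors normalized the arrays by RMA, and their log2 values for all probesets were used here without further normalization. Of the probesets, 21640 carry 1 gene symbol, 1321 carry several and 11799 are not listed with a gene. The median log2 value per array ran from 6.17 to 6.32 in the BPH/2J ‘peak’ mice and from 6.2 to 6.37 in the BPN/3J ‘peak’ mice. It ran from 6.27 to 6.33 in the BPH/2J ‘trough’ mice and from 6.29 to 6.42 in the BPN/3J ‘trough’ mice. Arrays have no read depth, and their number limits the precision. The quantity *d* is the difference between the strains (BPH/2J minus BPN/3J) at ‘peak’ BP minus the same difference at ‘trough’ BP, on the log2 scale. The *aFD* is the fold that *d* stands for, with the sign of *d*. Differences were tested in limma with 1 model of the 4 groups, and p-values were adjusted by the Benjamini-Hochberg method over all probesets. Gene lists, most alternatives and the rule for the genes to be named were written before the data were examined. The lists were tested with camera at its preset correlation of 0.01 between genes. They were tested again with the correlation estimated from the arrays, and with it 0 lists had an adjusted p under 0.05 in any of the 5 comparisons made.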

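Over the probesets of Table S1, the nearest array by Euclidean distance came from the same strain and time for 17 of the 18 mice. The exception was BPH/2J ‘peak’ mouse 6, whose nearest array was that of BPH/2J ‘trough’ mouse 2. Divided into 4 clusters with average linkage, these probesets placed all 9 BPH/2J mice together, at either time. The 3 BPN/3J ‘trough’ mice formed another cluster, BPN/3J ‘peak’ mice 5, 6, 7, 8 and 10 another, and BPN/3J ‘peak’ mouse 11 stood alone. The adjusted Rand index between these clusters and the 4 groups was 0.63. It was 0.14 without BPH/2J ‘peak’ mouse 8, 0.18 without BPH/2J ‘peak’ mouse 9 and 0.24 without BPN/3J ‘peak’ mouse 7. These probesets were selected by the study on the same arrays, so this grouping is not independent evidence. Over all probesets, the nearest array again came from the own group for 17 mice, and the exception was BPN/3J ‘peak’ mouse 10, nearest to BPH/2J ‘peak’ mouse 9. Here the clusters did not follow the groups. BPH/2J ‘peak’ mice 4 to 7 and BPN/3J ‘peak’ mice 5 to 8 formed a cluster of 8 mice from both strains. The other 4 ‘peak’ mice have higher numbers, and 3 of them clustered with ‘trough’ mice.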

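The difference between the strains was higher at ‘peak’ than at ‘trough’ BP for *Dnajc5b*, which encodes a co-chaperone of the DnaJ family, with *d* = 0.91 (SE 0.15, *aFD* 1.88). Similar values were found for *Kcnma1*, the pore-forming subunit of the BK potassium channel (0.86, SE 0.28), and *Htr3b*, a serotonin receptor subunit (0.72, SE 0.18). In the opposite direction, *Trim59*, which encodes a tripartite motif protein, had *d* = -1.11 (SE 0.30, *aFD* -2.16). The chromatin remodeller *Chd7* had -0.91 (SE 0.27). *Cdk12*, a kinase of RNA polymerase II, had -0.81 (SE 0.19). Where a gene has several probesets, the value is that of the probeset with the largest *d*. At the brightest probeset *d* was -0.28 for *Kcnma1*, in the other direction, -0.241 for *Chd7* and -0.542 for *Cdk12*, so these values depend on the probeset. Each value compares 6 mice per strain at ‘peak’ with 3 per strain at ‘trough’ BP. An *aFD* of at least 1.5 in size was found for 308 genes with their own symbol, 108 higher and 202 lower at ‘peak’ BP, with 2 genes counted in both directions through different probesets. The unadjusted p from limma was under 0.05 for 199 of the 308 and under 0.01 for 102. After adjustment over all probesets, limma gave 0 genes for *d* (smallest adjusted p = 0.177). The adjusted p was 0.177 for *Dnajc5b*, which is not alone at that value, and 0.589 for the other genes named here, and 1742 genes had an unadjusted p under 0.05. A trend and a robust prior also gave 0 genes (1752 unadjusted), as did a term for the higher-numbered ‘peak’ mice (2733 unadjusted). Weights for each array gave 597 genes, 314 higher and 283 lower (4776 unadjusted), in a fit where BPN/3J ‘trough’ mouse 3 had a weight of 9.44 and the other 2 mice of its group 0.41 and 0.64, so that it rests mostly on 1 mouse in this group. The count of 308 genes became 860 without BPN/3J ‘trough’ mouse 4 and 512 without BPH/2J ‘trough’ mouse 1.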

Using an *aFD* value ≥1.5, 212 well-annotated genes were identified between ‘trough’ and ‘peak’ BP samples of BPH/2J hypertensive mice. Table 1 summarizes the data for selected genes that we validated by qPCR (for complete information please see Table S1). *aFD* values from qPCR and microarray experiments are shown in Table 1 and Figure 3.

**Figure 2:**
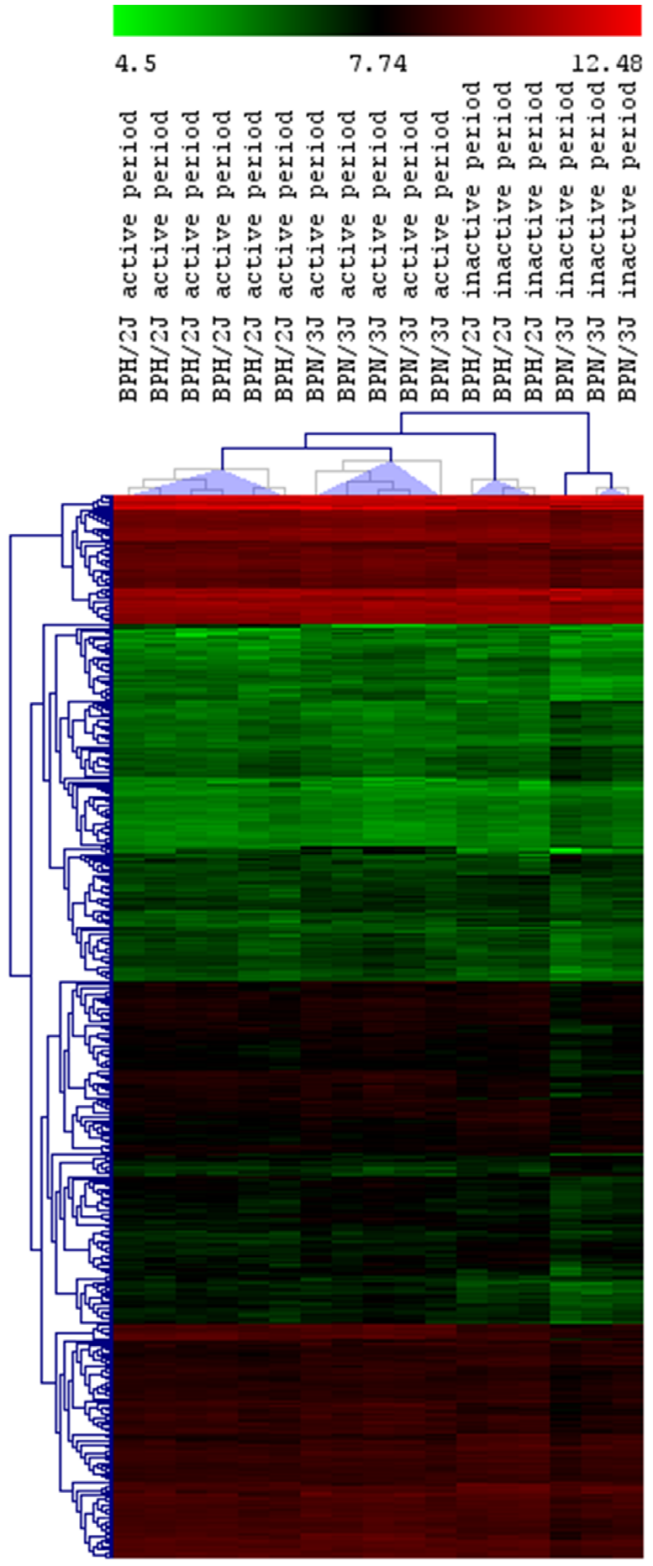
Hierarchical clustering comparing hypothalamic gene expression in active and inactive Schlager hypertensive and normotensive strains. Hierarchical clustering using Euclidean distance comparing the gene expression in the hypothalamus of ‘peak’ (left column, active period) versus ‘trough’ (right column, inactive period) hypertensive BPH/2J mice and age-matched normotensive BPN/3J samples. Distinctive patterns can be observed. Clusters of genes of similar biological relevance are indicated. Red depicts genes upregulated and green those downregulated.

**Figure 3:**
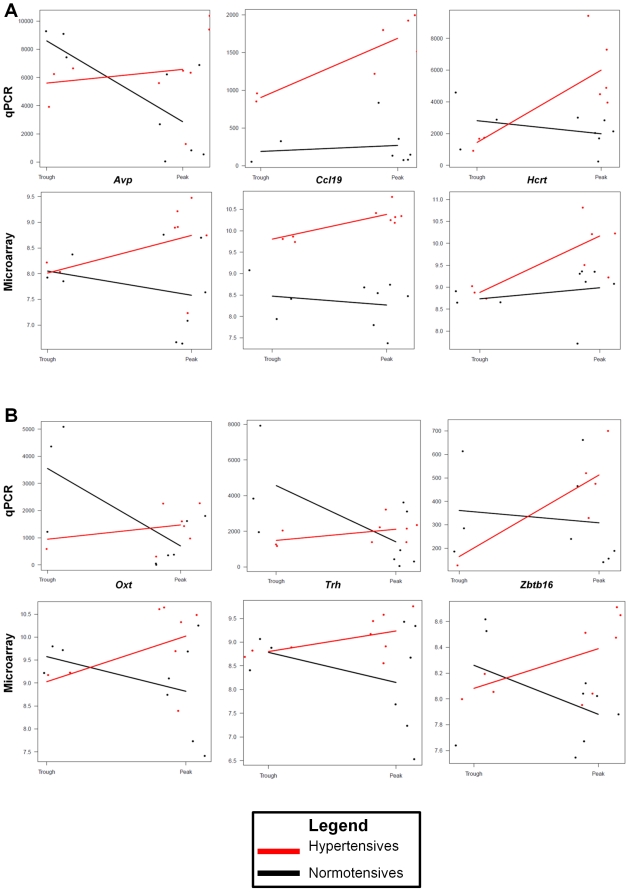
Validation of the *aFD* values using qPCR, showing results for the genes (A) *Avp*, *Ccl19*, *Hcrt*, and (B) *Oxt*, *Trh* and *Zbtb16*. This analysis took into account qPCR confirmation and the interaction between qPCR (top plots) and microarray results (bottom plots) with blood pressure (shown at the left of each plot is ‘trough’, and at the right is ‘peak’).

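On the arrays, the difference between the strains was higher at ‘peak’ than at ‘trough’ BP for all 6 genes. Oxytocin (*Oxt*) had the largest *d*, 1.75 (SE 0.78), which is an *aFD* of 3.37. The other neuropeptide precursors followed, *Avp* with 1.20 (SE 0.69, *aFD* 2.30), *Trh* with 1.07 (SE 0.70, *aFD* 2.10) and *Hcrt* with 1.03 (SE 0.53, *aFD* 2.05). The chemokine gene *Ccl19* had 0.78 (SE 0.39, *aFD* 1.72) and the transcription factor gene *Zbtb16* had 0.69 (SE 0.29, *aFD* 1.61), each from 6 mice per strain at ‘peak’ and 3 per strain at ‘trough’ BP. The 95% interval of *d* left out 0 for *Oxt* (unadjusted p = 0.0384 from limma) and *Zbtb16* (unadjusted p = 0.0318, interval 0.07 to 1.31), and included it for *Avp* (-0.25 to 2.66), *Trh*, *Hcrt* and *Ccl19*. Adjusted over all probesets, the p from limma was between 0.596 and 0.657 for the 6 genes. *Ccl19* is read by 4 probesets, with *aFD* values of 1.13, 1.07, 1.72 and 1.50, and the value given is that of the probeset in Table S1. The *d* of *Ccl19* was 0.48 without BPN/3J ‘trough’ mouse 1. With array weights the *aFD* was 1.30 for *Trh*, under the threshold, 1.55 for *Hcrt*, 1.67 for *Avp* and 2.1 for *Oxt*. A block for the mouse number could use only 12 arrays, those of ‘peak’ mice 5 to 8 and ‘trough’ mice 1 and 3 of each strain. The effect of the block was not separated from that of leaving out the other mice. In this fit the *aFD* was 1.46 for *Avp*, 1.20 for *Trh* and 1.41 for *Hcrt*, all under the threshold. *Oxt* (2.29), *Ccl19* (2.18) and *Zbtb16* (1.62) stayed above it, and the numbers do not pair mice between the strains. *Zbtb16* fell under the threshold without BPN/3J ‘trough’ mouse 3 (*aFD* 1.42) or 4 (1.47), and *Ccl19* without BPN/3J ‘trough’ mouse 1 (1.4) or with group medians (1.34). The study selected these genes on the same arrays.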

ANOVA (Figure 4) showed that the hypertensive strain has an impaired response during the inactive period for the gene oxytocin (*Oxt*). Moreover the expression of the genes chemokine (C-C motif) ligand 19 (*Ccl19*) and hypocretin (*Hcrt*) was consistently higher during the active period in the BPH/2J than in the same strain during the inactive period or than the BPN/3J strain during the same period.

**Figure 4:**
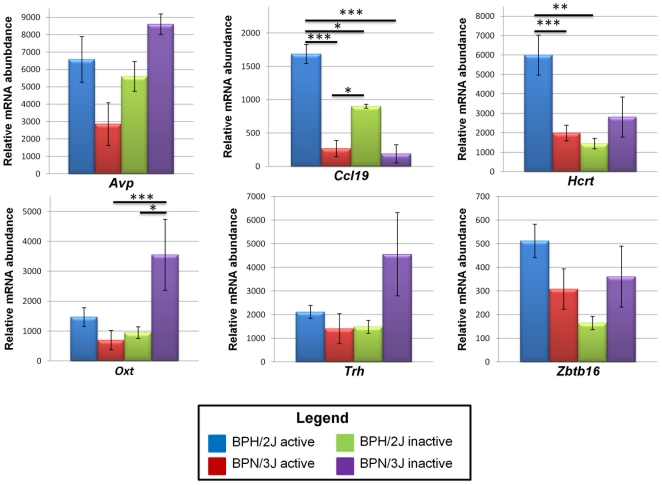
qPCR results for genes differentially expressed in the hypothalamus at ‘peak’ and ‘trough’ time-points in the Schlager hypertensive and normotensive strains. Shown is relative mRNA abundance for the genes *Avp*, *Ccl19*, *Hcrt*, *Oxt*, *Trh* and *Zbtb16*. Vertical bars show standard error of the mean; *P<0.05, **P<0.01, ***P<0.001.

At ‘peak’ BP, GO analysis showed an enrichment of terms such as neuropeptide signaling pathway, defense response, chemokine and cytokine activity, immune system development (which could indicate an increase in inflammation), mitochondrial proton-transporting ATP synthase complex, and many terms related to structural constituent of ribosome, among others (see Table S2). 

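Genes for hypothalamic neuropeptides outside the magnocellular system were on the whole higher at ‘peak’ BP in *d*. Of 25 members, 19 were positive and 6 negative, with a median *d* of 0.20 (camera adjusted p = 0.00959, and adjusted p = 0.534 with an estimated correlation). *Kiss1*, the kisspeptin precursor (0.51, SE 0.25), and *Pmch*, the precursor of melanin-concentrating hormone (0.51, SE 0.27), were among them. Chemokines and cytokines had 71 positive members of 91 and a median of 0.17 (adjusted p = 6.64e-05, and adjusted p = 0.534 with an estimated correlation). They included *Il1b*, the interleukin 1 beta gene (0.60, SE 0.21), *Tnfsf11*, the gene for RANKL (0.60, SE 0.23), and *Clcf1*, a cytokine of the interleukin 6 family (0.44, SE 0.15). Antimicrobial peptides of innate defense had 45 positive members of 52 and a median of 0.22 (adjusted p = 1.74e-05, and again 0.534 as adjusted p with an estimated correlation). *Hamp2*, a hepcidin gene, had 0.65 (SE 0.21) and the defensin gene *Defa25* had 0.94 (SE 0.41). *Defa25* was 9.5 in BPN/3J ‘trough’ mouse 1, and 8.43 and 8.41 in the others of its group. Without this mouse its difference from ‘trough’ to ‘peak’ BP in BPN/3J mice went from -0.91 to -0.55 (adjusted p = 0.238 from limma). The cytokines had a median difference from ‘trough’ to ‘peak’ BP of -0.20 in BPN/3J mice, 14 lower and 4 higher (11 and 4 adjusted over the list alone, camera adjusted p = 0.0151, and adjusted p = 0.983 with an estimated correlation), and -0.04 in BPH/2J mice, 4 higher and 1 lower (1 and 0 adjusted over the list alone, camera adjusted p = 0.987, and adjusted p = 0.996 with an estimated correlation). The antimicrobial peptides had -0.25 in BPN/3J mice, 13 lower (16 adjusted over the list alone, camera adjusted p = 0.000198, and adjusted p = 0.847 with an estimated correlation), and -0.07 in BPH/2J mice, 2 lower (2 adjusted over the list alone, camera adjusted p = 0.528, and adjusted p = 0.996 with an estimated correlation). Between the strains at ‘peak’ BP the medians were 0.03 for both (adjusted p = 0.635, and adjusted p = 0.876 with an estimated correlation). At ‘trough’ BP both lists were lower in BPH/2J mice, the cytokines with a median of -0.15, 1 lower (2 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.000364, and adjusted p = 0.619 with an estimated correlation), and the antimicrobial peptides with -0.19, 0 lower (0 adjusted over the list alone, camera adjusted p = 6.83e-05, and adjusted p = 0.619 with an estimated correlation). Both of these calls ended without BPN/3J ‘trough’ mouse 1 (0.0905 for either) or without the 2 least correlated arrays (0.111 and 0.0948), and that of the cytokines with quantile normalization (0.092). The scores of BPN/3J ‘trough’ mouse 1 were 0.23 and 0.38, and those of BPN/3J ‘trough’ mouse 4 were -0.01 and 0.01. The fall of the cytokines in BPN/3J mice was not called without BPN/3J ‘trough’ mouse 1 (0.217), with dim probesets left out (0.0944), with quantile normalization (0.392) or without the 2 least correlated arrays (0.378). Lymphocyte markers, beside these immune genes, had 10 positive members of 12 and a median of 0.23 (adjusted p = 0.0445, and adjusted p = 0.534 with an estimated correlation). ATP synthase subunits had no common direction, with 7 positive and 12 negative members and a median of -0.03 (adjusted p = 0.841, and adjusted p = 0.917 with an estimated correlation). *Atp5l*, a subunit of the membrane part, had -0.61 (SE 0.28) and *Atp5c1*, the gamma subunit, 0.09 (SE 0.08). Cytosolic ribosomal proteins had 24 positive and 38 negative members and a median of -0.04 (adjusted p = 0.654). *Rpl29*, of the large subunit, had -0.87 (SE 0.33) and *Rps28*, of the small subunit, -0.66 (SE 0.36). List counts use the brightest probeset of a gene. The values printed for *Atp5l*, *Rpl29*, *Rps28* and *Defa25* are those of the probesets in Table S1. That of *Defa25* carries several symbols and is left out of all list counts, and at other probesets the first 3 genes differ, so *Atp5l* (unadjusted p = 0.0452) and *Rpl29* (0.0191) are not in the counts that follow. In *d*, in the order given, limma adjusted over all probesets or adjusted over the list alone gave 0 members of these lists, and an unadjusted p under 0.05 was found for 1, 7, 5, 1, 0 and 2. Of the members counted, 2 neuropeptides, 2 cytokines, 1 antimicrobial peptide, 1 ATP synthase subunit and 5 ribosomal proteins stand in Table S1, which is not independent evidence. Random lists matched on signal level had medians from 0.07 to 0.17 for the cytokines, 0.07 to 0.19 for the antimicrobial peptides and 0.02 to 0.28 for the lymphocyte markers (95% ranges). The neuropeptide call ended without BPN/3J ‘trough’ mouse 4 (adjusted p = 0.0537), and the lymphocyte call without any 1 of BPH/2J ‘peak’ mice 6 and 8, BPH/2J ‘trough’ mouse 2, BPN/3J ‘peak’ mice 5, 6, 7, 8 and 10 and BPN/3J ‘trough’ mice 1 and 3 (adjusted p from 0.0535 to 0.224). With array weights both ended (0.0854 and 0.0621), and the lymphocyte call also with quantile normalization (0.103) or the mean of probesets (0.0967). Among alternatives chosen after seeing the data it ended without the 2 least correlated arrays (0.207) and with the lower-numbered (0.0913) or higher-numbered ‘peak’ mice only (0.0634). With the latter the ribosomal list passed as lower (0.0422). The ribosomal list turned positive without BPH/2J ‘peak’ mouse 8, BPH/2J ‘peak’ mouse 9 or BPN/3J ‘trough’ mouse 1, and the ATP synthase list without BPH/2J ‘peak’ mouse 8, BPN/3J ‘peak’ mouse 10 or BPH/2J ‘trough’ mouse 2, with adjusted p from 0.824 to 0.982.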

At ‘peak’ BP in the BPH/2J hypertensive mice, the GST indicated an over-representation of G-protein coupled receptor protein signaling pathway, transcription factor and regulator activity, and cytokine activity, and a down-representation of chromatin modification, assembly or disassembly and helicase activity, amongst others (see Table S3).

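For transcription factors of the homeobox and related families the strain difference was higher at ‘peak’ than at ‘trough’ BP. In *d*, 166 of 214 members were positive and 48 negative, with a median of 0.18 (camera adjusted p = 1.26e-06, and adjusted p = 0.534 with an estimated correlation). Between the strains their median was 0.03 at ‘peak’ BP (camera adjusted p = 0.342) and -0.15 at ‘trough’ BP (3.43e-05, and adjusted p = 0.619 with an estimated correlation). From ‘trough’ to ‘peak’ BP it was -0.09 in BPH/2J and -0.26 in BPN/3J mice, so as a list these genes rose in neither strain. The forkhead gene *Foxd4* had 0.69 (SE 0.21) and the homeobox gene *Msx3* 0.42 (SE 0.14). The zinc finger genes named Zfp went the other way in *d*, with 265 negative and 105 positive members of 370 and a median of -0.13 (adjusted p = 1.74e-05, and adjusted p = 0.534 with an estimated correlation). Examples are *Zfp982* (-0.80, SE 0.24) and *Zfp729a* (-0.54, SE 0.16). Between the strains the Zfp median was 0 at ‘peak’ and 0.12 at ‘trough’ BP. From ‘trough’ to ‘peak’ BP it was 0.12 in BPH/2J and 0.22 in BPN/3J mice, a rise in both. Genes of chromatin modification were lower in *d*, with 112 negative and 29 positive members of 141 and a median of -0.17 (adjusted p = 1.26e-06, and adjusted p = 0.534 with an estimated correlation). They included the histone demethylase gene *Kdm6a* (-0.62, SE 0.23) and *Setd5*, a SET domain gene (-0.40, SE 0.13). Helicases had 78 negative and 21 positive members of 99 and a median of -0.14 (adjusted p = 9.17e-06, and adjusted p = 0.534 with an estimated correlation). Here *Hells*, a helicase of chromatin remodelling, had -0.63 (SE 0.15) and *Ddx46*, a splicing factor, -0.39 (SE 0.14). From ‘trough’ to ‘peak’ BP the chromatin median was -0.16 in BPH/2J and -0.03 in BPN/3J mice, and that of the helicases 0 and 0.13. Among G protein-coupled receptors, the 1027 olfactory receptors had 785 positive members in *d* and a median of 0.13 (adjusted p = 3.55e-07, and adjusted p = 0.534 with an estimated correlation), with *Olfr985* at 0.74 (SE 0.16). Between the strains the olfactory median was 0 at ‘peak’ and -0.12 at ‘trough’ BP. From ‘trough’ to ‘peak’ BP it was -0.07 in BPH/2J and -0.20 in BPN/3J mice. The 182 vomeronasal and trace amine receptors had a median *d* of 0.08 (adjusted p = 0.0478, and adjusted p = 0.66 with an estimated correlation). The 198 other receptors, such as the serotonin receptor *Htr6* (0.40, SE 0.14) and the orphan receptor *Gpr146* (-0.37, SE 0.13), had 117 positive members and a median of 0.05 (adjusted p = 0.145). They passed at adjusted p = 0.0148 with dim probesets left out. In *d*, in the order given, 24, 42, 20, 12, 73, 12 and 14 members had an unadjusted p under 0.05 from limma, and 0 members of any of the 7 lists passed when adjusted over all probesets or adjusted over the list alone. The lists hold 1, 4, 2, 1, 2, 0 and 1 genes of Table S1, which are not independent evidence. Signal level moved *d* as well. Random lists of the same levels had medians from 0.09 to 0.11 for the olfactory receptors, whose mean level was 4.07 on the log2 scale. The ranges were 0.04 to 0.10 for the vomeronasal receptors, 0.03 to 0.11 for the homeobox genes, -0.05 to 0 for the Zfp genes, -0.12 to -0.05 for chromatin modification and -0.11 to -0.02 for the helicases. The olfactory call ended without BPN/3J ‘trough’ mouse 1 (adjusted p = 0.105) or without the 2 least correlated arrays (0.115). The vomeronasal call ended without BPH/2J ‘peak’ mouse 5 (0.0645) or 6 (0.118), BPH/2J ‘trough’ mouse 2 (0.284), BPN/3J ‘peak’ mouse 6 (0.107), 7 (0.0545), 8 (0.0787) or 11 (0.0554), or BPN/3J ‘trough’ mouse 1 (0.88) or 3 (0.0565). It also ended with median centring (0.102), the mean of probesets (0.0711), the higher-numbered ‘peak’ mice only (0.436) or without the 2 least correlated arrays (0.835).

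**Figure D1:**
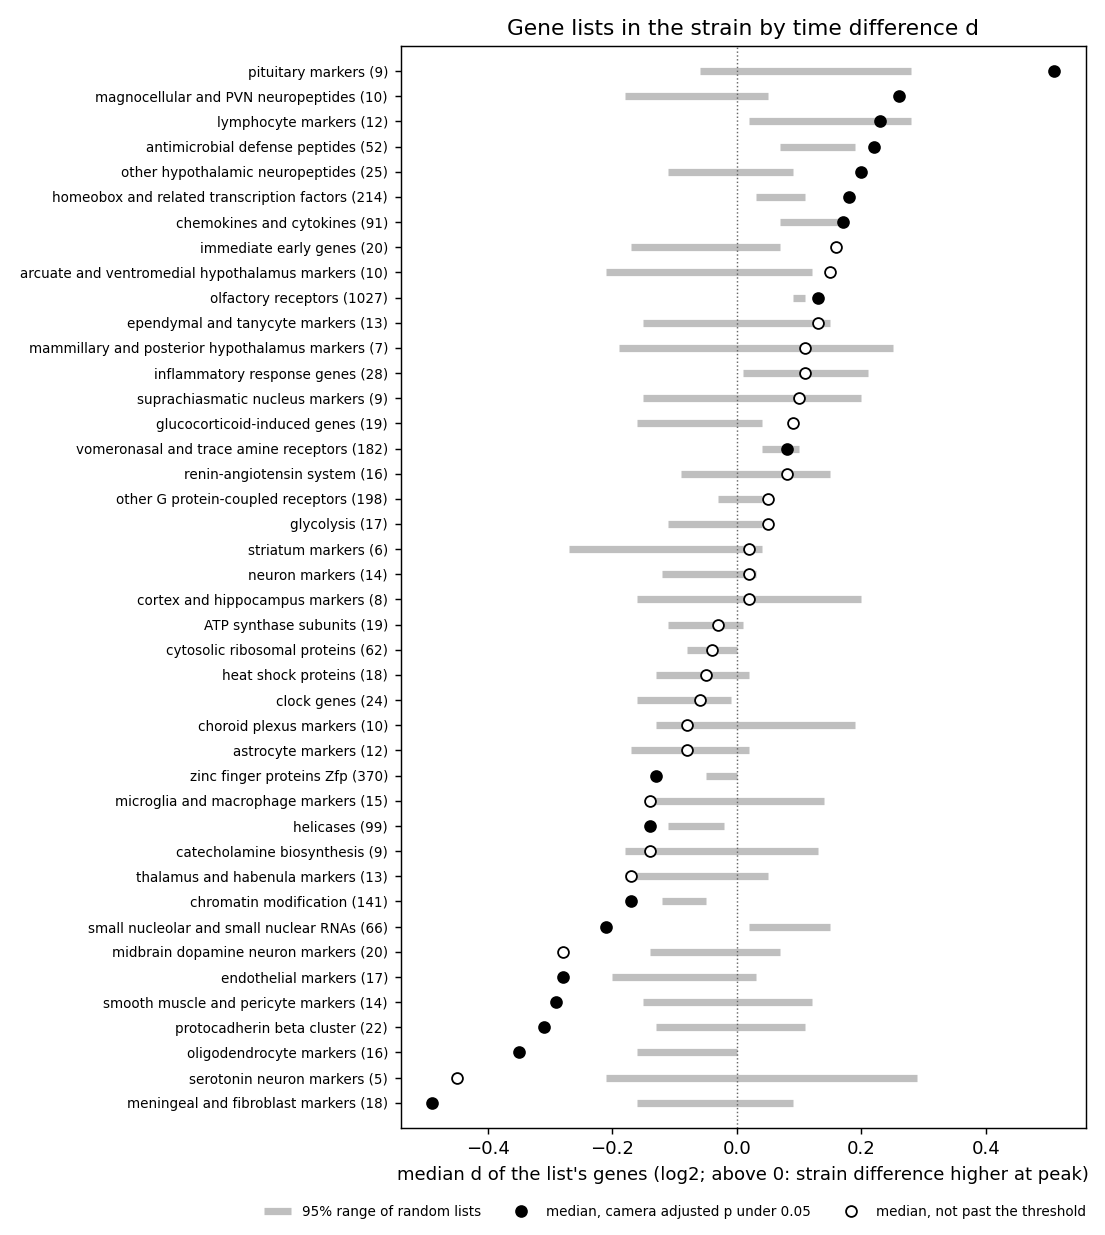
Median *d* of each of the 42 gene lists (log2 scale, above 0 where the strain difference was higher at ‘peak’ BP). Each dot is a list, with its number of members in brackets, filled where the camera adjusted p was under 0.05. Grey bars are the 95% range of the medians of 10000 random lists matched on signal level. They are not matched on the correlation between members, so the bars may be too narrow to serve as a test. The homeobox list lies to the right of its bar and the Zfp, chromatin and helicase lists to the left of theirs. Other lists, such as immediate early genes, also lie outside.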

*In silico* molecular networks among the genes identified are shown in Figure 5. The most significant network highlighted cardiovascular disease and molecular transport (Figure 5A), consistent with a genetic component influencing circadian BP variation and thereby cardiovascular disease in this model.

**Figure 5:**
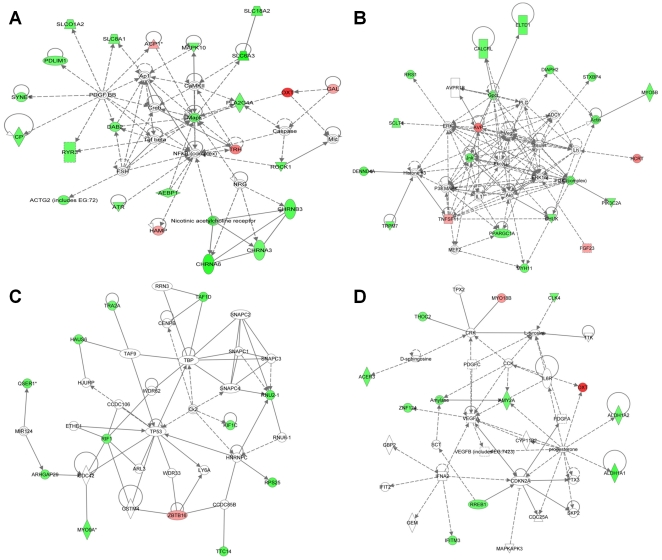
Top four molecular networks from the differentially expressed genes at ‘peak’ BP in the Schlager hypertensive mice, showing an enrichment of genes for (A) cardiovascular disease and molecular transport, (B) metabolic disease, (C) cell morphology, cellular assembly and organization, and (D) lipid metabolism, small molecule biochemistry and amino acid metabolism. The networks were constructed using the Ingenuity Pathway Analysis (IPA, Ingenuity® Systems, www.ingenuity.com) application. Genes over-expressed in our gene list are represented by green and genes under-expressed by red.

## Discussion

This study is, to our knowledge, the first to evaluate genome-wide gene expression signatures in the hypothalamus during circadian variation of BP in the Schlager hypertensive mouse, a model that exhibits a similar morning BP surge as seen in human essential hypertension. The main findings suggest an involvement of arginine vasopressin (*Avp*), *Oxt* and thyrotropin releasing hormone (*Trh*), which are known genes in the regulation of BP. Our study proposes new candidates genes for the arousal-associated exaggerated circadian changes in BP in the BPH/2J mouse, such as *Ccl19*, *Hcrt*, and zinc finger and BTB domain containing 16 (*Zbtb16*). Consistent with the relevance of the BPH/2J strain to the morning BP surge in human hypertension, the present study has identified the genes for aldehyde dehydrogenase family 1 subfamily A2 (*Aldh1a2*) and solute carrier family 8 (sodium/calcium exchanger) member 1 (*Slc8a1*), which are two genes identified in genome-wide association studies of hypertension [22], [23]. All of these findings together, suggest indirect dysregulation of the angiotensinergic system and inflammation, amongst others, as influencing exaggerated circadian changes in BP in the Schlager hypertensive mouse.

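*Slc8a1*, the gene for the sodium/calcium exchanger NCX1, was higher at ‘peak’ than at ‘trough’ BP in BPN/3J mice by 0.92 on the log2 scale (SE 0.14, adjusted p = 0.000473 from limma, 6 against 3 mice). In BPH/2J mice the difference was 0.28 (SE 0.14, adjusted p = 0.22, 6 against 3 mice). Its *d* was -0.64 (SE 0.19, unadjusted p = 0.00383, adjusted p = 0.589), an *aFD* of -1.56, and another of its probesets gave -1.20. *Slc8a1* was 7.67 in BPN/3J ‘trough’ mouse 1, and 8.21 and 8.29 in the others of its group. The size of this *d* therefore rests in part on that mouse. *Aldh1a2*, which encodes an enzyme of retinoic acid synthesis, had a *d* of -0.62 (SE 0.56, unadjusted p = 0.286, adjusted p = 0.746), an *aFD* of -1.54. Its mean log2 values were 6.35 ± 0.61 (SD, n = 6) and 7.32 ± 0.30 (SD, n = 3) in BPH/2J mice at ‘peak’ and ‘trough’ BP, and 6.82 ± 0.81 (SD, n = 6) and 7.17 ± 0.03 (SD, n = 3) in BPN/3J mice. *Aldh1a2* is also 1 of 18 meningeal and fibroblast markers, of which 15 had a negative *d* and 3 a positive one, with a median of -0.49 (camera adjusted p = 0.0445, and adjusted p = 0.704 with an estimated correlation). No marker of this list passed limma adjusted over all probesets or adjusted over the list alone, 0 had an unadjusted p under 0.05, and 5 stand in Table S1, which is not independent evidence. Without BPN/3J ‘peak’ mouse 7 the *d* of *Aldh1a2* was -0.37. The marker call ended without BPH/2J ‘peak’ mouse 4 (adjusted p = 0.108), 5 (0.139), 7 (0.0642) or 8 (0.0506), BPH/2J ‘trough’ mouse 1 (0.148), BPN/3J ‘peak’ mouse 6 (0.104), 7 (0.317) or 8 (0.0571), or BPN/3J ‘trough’ mouse 3 (0.0758) or 4 (0.187). It also ended with dim probesets left out (0.327), with median centring (0.0505) and with the higher-numbered ‘peak’ mice only (0.722). The paper proposes an involvement of *Avp*, *Oxt* and *Trh*, and proposes *Ccl19*, *Hcrt* and *Zbtb16* as candidates for the exaggerated circadian changes in BP. It relates the presence of *Aldh1a2* and *Slc8a1* among its genes to the morning BP surge in human hypertension, since both had come from genome-wide association studies.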

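The enzymes that make catecholamines showed no common direction in *d*. Of 9 members of this list, 4 were positive and 5 negative, with a median of -0.14 and a mean of -0.01. Camera gave the opposite sign at adjusted p = 0.832 (0.917 as adjusted p with an estimated correlation). *Th*, the rate-limiting enzyme, had a *d* of -0.25 (SE 0.83), and *Dbh*, which makes noradrenaline, had 0.31 (SE 0.19). *Pnmt*, which makes adrenaline, had 0.39 (SE 0.24), and *Pts*, an enzyme for the cofactor tetrahydrobiopterin, had -0.31 (SE 0.15). *Th* lies outside the rule for the genes to be named and was added after its values were seen. The *aFD* of each member was under 1.5 in size, and limma gave 0 members adjusted over all probesets, adjusted over the list alone or at an unadjusted p under 0.05. *Pts* was higher at ‘peak’ than at ‘trough’ BP in BPN/3J mice by 0.83 (SE 0.11, adjusted p = 0.000247 from limma, 6 against 3 mice) and in BPH/2J mice by 0.52 (SE 0.11, adjusted p = 0.00775, 6 against 3 mice). *Pnmt* fell by 0.61 in BPN/3J mice (SE 0.17, adjusted p = 0.0152 from limma, 6 against 3 mice). Markers of midbrain dopamine neurons, which share *Th* with this list, had 15 negative and 5 positive members of 20 and a median of -0.28 (adjusted p = 0.192, and adjusted p = 0.809 with an estimated correlation). Their *d* reached -1.21 (SE 1.28) for *Slc6a3*, the dopamine transporter, -1.13 (SE 0.88) for *Chrna6*, a nicotinic receptor subunit, and -0.92 (SE 0.52) for *Aldh1a1*. Most of the first value rests on 1 mouse, and the second rests in part on another. *Slc6a3* was 6.91 in BPN/3J ‘trough’ mouse 4, and 9.88 and 10.29 in the others of its group. *Chrna6* was 9.24 in BPN/3J ‘peak’ mouse 10, and 7.59 was the next in its group. By limma 0 of the 20 passed adjusted over all probesets, adjusted over the list alone or at an unadjusted p under 0.05, and 6 are genes of Table S1, which is not independent evidence. The *d* of *Th* was 0.18 without BPN/3J ‘peak’ mouse 10 or BPN/3J ‘trough’ mouse 4 and 0.16 without BPH/2J ‘trough’ mouse 2. The catecholamine list changed direction without BPH/2J ‘trough’ mouse 1 (adjusted p = 0.698), BPN/3J ‘peak’ mouse 5 (0.981) or BPN/3J ‘trough’ mouse 1 (0.705). The dopamine markers passed without BPH/2J ‘peak’ mouse 9 (0.0321), BPN/3J ‘peak’ mouse 5 (0.0319), BPH/2J ‘trough’ mouse 3 (0.0366) or BPN/3J ‘trough’ mouse 3 (0.0456), and with the higher-numbered ‘peak’ mice only (0.0147), an alternative chosen after seeing the data. The direction of this list turned with array weights (0.868). Between the strains at ‘peak’ BP these markers were lower in BPH/2J mice, 18 negative and 2 positive with a median of -0.29 (camera adjusted p = 0.00118, and adjusted p = 0.876 with an estimated correlation). By limma 0 passed adjusted over all probesets or adjusted over the list alone and 4 had an unadjusted p under 0.05, and the call ended without BPN/3J ‘peak’ mouse 10 (0.306) or with the lower-numbered ‘peak’ mice only (0.129). *Pts* in BPH/2J mice had adjusted p = 0.0768 without BPH/2J ‘trough’ mouse 1, and *Pnmt* fell by 0.37 (adjusted p = 0.133) without BPN/3J ‘trough’ mouse 1.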

Genes for catecholamine biosynthesis were not amongst those we identified. 

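Angiotensinogen (*Agt*), the precursor of the angiotensins, was higher at ‘peak’ than at ‘trough’ BP in both strains. The difference was 0.41 on the log2 scale in BPH/2J mice (SE 0.09, adjusted p = 0.0121 from limma, 6 against 3 mice). In BPN/3J mice it was 0.32 (SE 0.09, adjusted p = 0.0201 from limma, 6 against 3 mice). In *d*, the 16 members of the renin-angiotensin list had no common direction, with 10 positive and 6 negative and a median of 0.08 (camera adjusted p = 0.511, and adjusted p = 0.66 with an estimated correlation). *Agtr2*, the angiotensin type 2 receptor, had 0.32 (SE 0.28, unadjusted p = 0.279), and *Mme*, the peptidase neprilysin, had -0.48 (SE 0.30). No member passed limma adjusted over all probesets or adjusted over the list alone, and 1 had an unadjusted p under 0.05. *Zbtb16*, a member of the list, stands in Table S1 and is not independent evidence. *Agt* in BPH/2J mice had an adjusted p of 0.0642 without ‘trough’ mouse 1 and 0.0528 without ‘trough’ mouse 3, and in BPN/3J mice 0.142 without ‘trough’ mouse 1.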

Nor were genes of the angiotensinergic system itself. On the other hand, the gene for *Zbtb16* (*aFD* = 1.6, also known as *Plzf*) can interact with and regulate components of the renin-angiotensin system. Following treatment with angiotensin II (Ang II), Zbtb16 binds to Ang II type 2 receptor (AGTR2) located in the plasma membrane, and then both internalize together [24]. Similarly, internalization is observed when prorenin/renin binds to the (pro)renin receptor, Atp6ba2 [25], [26]. Such binding activates the renin-angiotensin cascade and causes the translocation of Zbtb16 to the nucleus, where Zbtb16 represses transcription of *Atp6ap2* [25], [26]. This is consistent with an increase in angiotensinergic activity in the brain, resulting in increased Ang II formation [27] accompanied by elevation in binding of prorenin/renin to Atp6ap2. Therefore the overexpression of Zbtb16 observed here during the active phase might indicate that this gene is involved in a servo-regulatory mechanism that, by inhibiting component(s) of the renin-angiotensin system, could be attempting to bring BP back to normal levels.

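*Zbtb16* had a mean log2 value of 8.39 ± 0.32 (SD, n = 6) in BPH/2J and 7.88 ± 0.23 (SD, n = 6) in BPN/3J mice at ‘peak’ BP. At ‘trough’ BP the means were 8.08 ± 0.10 (SD, n = 3) and 8.26 ± 0.54 (SD, n = 3). From ‘trough’ to ‘peak’ BP the difference was 0.31 in BPH/2J mice and -0.38 in BPN/3J mice, and 2-sided exact permutation tests gave p = 0.167 for either (84 splits). The strains differed by 0.51 at ‘peak’ BP (SE 0.17, exact permutation p = 0.0216, adjusted p = 0.229 from limma). At ‘trough’ BP they differed by -0.18 (exact permutation p = 0.6, and 0.1 is the smallest that 3 mice against 3 allow). *Atp6ap2*, the (pro)renin receptor, was higher at ‘peak’ than at ‘trough’ BP in both strains, by 0.38 in BPH/2J mice (SE 0.08, adjusted p = 0.00852 from limma, 6 against 3 mice) and by 0.41 in BPN/3J mice (SE 0.08, adjusted p = 0.00293 from limma, 6 against 3 mice). Its *d* was -0.03 (SE 0.12, adjusted p = 0.948). The difference of *Zbtb16* in BPN/3J mice was -0.69 (adjusted p = 0.0323) without ‘trough’ mouse 1. *Atp6ap2* in BPH/2J mice had adjusted p = 0.0751 without ‘trough’ mouse 1, and its *d* was 0.01 without BPN/3J ‘peak’ mouse 11 or without BPH/2J ‘trough’ mouse 3.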

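At ‘peak’ BP, mean log2 expression of *Avp*, the vasopressin precursor, was 8.75 ± 0.79 (SD, n = 6) in BPH/2J and 7.58 ± 0.96 (SD, n = 6) in BPN/3J mice. At ‘trough’ BP the means were 8.01 ± 0.21 (SD, n = 3) and 8.05 ± 0.28 (SD, n = 3). The difference between the strains at ‘peak’ BP was 1.17 (2-sided exact permutation p = 0.0411 over 924 splits, adjusted p = 0.246 from limma). *Oxt* had 10.02 ± 0.87 (SD, n = 6) and 8.82 ± 1.10 (SD, n = 6) at ‘peak’ BP, and 9.03 ± 0.30 (SD, n = 3) and 9.58 ± 0.32 (SD, n = 3) at ‘trough’ BP. Its difference between the strains at ‘peak’ BP was 1.20 (exact permutation p = 0.0606, adjusted p = 0.313 from limma). From ‘trough’ to ‘peak’ BP, *Oxt* differed by 1.00 in BPH/2J mice (exact permutation p = 0.107) and by -0.76 in BPN/3J mice (exact permutation p = 0.274). *Avp* differed by 0.73 (exact permutation p = 0.179) and by -0.47 (exact permutation p = 0.464), the latter turning to 0.01 with array weights. *Avp* in BPH/2J ‘peak’ mouse 6 was 7.23, far below 8.74, the next value in its group, and without this mouse its *d* was 1.51. *Oxt* was 7.41 in BPN/3J ‘peak’ mouse 10, the lowest of its group, which makes its difference in BPN/3J mice more negative. Without 1 mouse the *aFD* of *Oxt* ran from 2.77 (BPN/3J ‘peak’ mouse 10 left out) to 4.22 (BPH/2J ‘peak’ mouse 6 left out). The 10 neuropeptides of the magnocellular and PVN list had 9 positive values of *d* and 1 negative one, with a median of 0.26 (camera adjusted p = 0.0202, and adjusted p = 0.534 with an estimated correlation). Besides *Avp* and *Oxt*, *Pdyn*, the dynorphin precursor, had 0.52 (SE 0.23). By limma 0 of the 10 passed adjusted over all probesets or adjusted over the list alone, and 2 had an unadjusted p under 0.05. *Avp*, *Oxt* and *Trh* stand in Table S1 and are not independent evidence. The call of this list ended without BPN/3J ‘peak’ mouse 7 (adjusted p = 0.0733), BPN/3J ‘peak’ mouse 10 (0.0588) or BPN/3J ‘trough’ mouse 4 (0.161). It also ended with array weights (0.191) and with the lower-numbered ‘peak’ mice only (0.0587). Between the strains at ‘peak’ BP the list was higher in BPH/2J mice, 10 positive of 10 with a median of 0.15 (camera adjusted p = 0.00291, and adjusted p = 0.876 with an estimated correlation), with 0 members by limma adjusted over all probesets or adjusted over the list alone and 3 at an unadjusted p under 0.05, and this call ended with the lower-numbered ‘peak’ mice only (0.103). Midbrain dopamine markers were lower in the same comparison (median -0.29, camera adjusted p = 0.00118, and adjusted p = 0.876 with an estimated correlation), a call that ended without BPN/3J ‘peak’ mouse 10 (0.306).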

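Pituitary markers also had mostly positive values of *d*, with 8 positive members of 9 and a median *d* of 0.51 (camera adjusted p = 0.00163, and adjusted p = 0.534 with an estimated correlation). Growth hormone (*Gh*) had 2.14 (SE 1.23), prolactin (*Prl*) 1.59 (SE 0.73), the thyrotropin subunit *Tshb* 0.51 (SE 0.26) and *Pitx1*, a transcription factor of the pituitary, 0.60 (SE 0.22). *Pitx1* stands in Table S1 and is not independent evidence. None passed limma adjusted over all probesets or adjusted over the list alone, and 3 had an unadjusted p under 0.05. The call ended without BPN/3J ‘trough’ mouse 3 (adjusted p = 0.0953), whose pituitary score was 1.80 (0.36 is the highest of the other mice) and whose magnocellular score was -0.12. In this mouse *Gh* was 12.4 (6.83 and 7.44 in the others of its group) and *Prl* 8.56 (5.13 and 4.83), and without it the *d* of *Gh* was 0.38 and that of *Prl* 0.40. Between the strains at ‘peak’ BP the pituitary markers had a median of -0.04 (adjusted p = 0.64, and adjusted p = 0.876 with an estimated correlation). Between mice of 1 group, the mean of *Oxt*, *Avp* and *Trh* was lower where markers of midbrain dopamine neurons and meninges were higher. Over the 18 mice, after subtraction of each group's mean, r was -0.68 (permutation p = 0.024) and Spearman's coefficient -0.63 (permutation p = 0.026) for the 1 relation tested. These 2 markers were picked after the scores of 14 lists in each mouse had been looked at beside those of the neuropeptides, and the p-values take no account of that choice. Without BPN/3J ‘peak’ mouse 7 and BPH/2J ‘peak’ mouse 4, which lay farthest from the median of the marker scores, r was -0.65. Among the 6 ‘trough’ mice r was -0.73 (exact permutation p = 0.278) and Spearman's coefficient -0.60 (exact permutation p = 0.361). Among the 8 lower-numbered ‘peak’ mice r was -0.90 (exact permutation p = 0.0139) and Spearman's coefficient -0.76 (exact permutation p = 0.0417). The 4 higher-numbered ‘peak’ mice were too few.

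**Figure D2:**
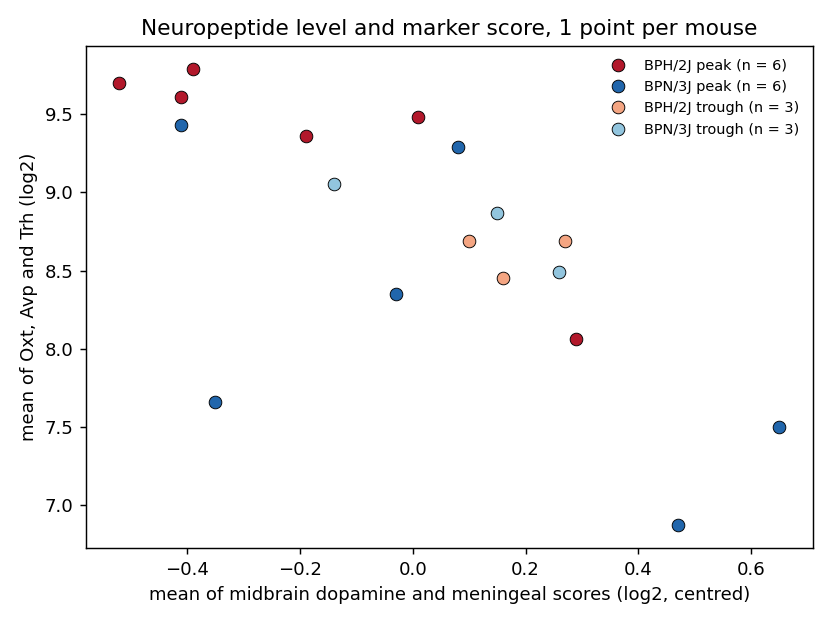
Mean log2 expression of *Oxt*, *Avp* and *Trh* in each mouse, against the mean of the midbrain dopamine and meningeal marker scores (log2 scale). Each point is 1 of the 18 mice, marked by strain and time. Most ‘peak’ mice of both strains lie along a line that falls from left to right, and 1 BPN/3J ‘peak’ mouse lies well below it on the left.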

Arginine vasopressin (AVP, encoded by the gene *Avp*, and whose mRNA showed an *aFD* of 2.3) and oxytocin (OXT; gene *Oxt*; *aFD* = 3.4) are evolutionarily-related hormones, AVP being a well-known regulator of body water balance and thereby BP [28]. AVP synthesis in the hypothalamus is increased by many stimuli, including hyperosmolality [29], Ang II or a decrease in BP [28], [30], although it remains to be seen whether the BP reduction during the ‘trough’ of circadian BP in the Schlager hypertensive mouse would be sufficient to contribute to the rise in *Avp* expression. Microinjection of oxytocin into the rostroventrolateral medulla increases BP [31], and the deletion of the gene *Avp* leads to hypotension [32]. Both AVP and OXT are co-localized with Atp6ap2 in the hypothalamus [33], consistent with the possible involvement of a brain angiotensinergic system in circadian BP regulation.

In support of our findings, overexpression of *Trh* (*aFD* = 2.1) leads to hypertension in normal rats [34]. In contrast, knocking down this gene reduced BP in obesity-induced hypertensive rats [35]. 

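*Trh*, the precursor of thyrotropin releasing hormone, had a mean log2 value of 9.24 ± 0.45 (SD, n = 6) in BPH/2J and 8.15 ± 1.18 (SD, n = 6) in BPN/3J mice at ‘peak’ BP. At ‘trough’ BP the means were 8.80 ± 0.10 (SD, n = 3) and 8.78 ± 0.34 (SD, n = 3), a difference of 0.02 (2-sided exact permutation p = 0.9). The strains differed by 1.09 at ‘peak’ BP (exact permutation p = 0.0693, adjusted p = 0.312 from limma). From ‘trough’ to ‘peak’ BP, *Trh* differed by 0.43 in BPH/2J mice (exact permutation p = 0.167) and by -0.63 in BPN/3J mice (exact permutation p = 0.429). None of these differences passed its test, and with array weights the difference in BPN/3J mice turned to 0.12. Without BPN/3J ‘peak’ mouse 10 the difference in BPN/3J mice was -0.31, and the difference at ‘trough’ BP ran from -0.17 without BPN/3J ‘trough’ mouse 3 to 0.16 without BPN/3J ‘trough’ mouse 4.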

The effect of TRH on BP seems to be mediated by the effects on sympathetic nerve activity [36].

We have demonstrated recently that *Ccl19* (*aFD* = 1.7) and *Hcrt* (*aFD* = 2.1) are differentially expressed in BPH/2J mice in early and established phases of hypertension [37]. In the present study we have now shown that these genes also contribute to the exaggerated circadian BP differences in this mouse strain. 

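*Ccl19*, the gene for a chemokine that attracts lymphocytes and dendritic cells, was higher in BPH/2J than in BPN/3J mice at ‘peak’ BP. Its mean log2 values were 10.38 ± 0.21 (SD, n = 6) and 8.27 ± 0.55 (SD, n = 6), and every BPH/2J mouse lay above every BPN/3J mouse (2-sided exact permutation p = 0.00216). The difference was 2.12 (SE 0.22, adjusted p = 1.86e-05 from limma) at the probeset of Table S1. Of the other 3 probesets for this gene, 1 gave 2.18 (adjusted p = 1.37e-07), and no difference was called at the others, with 0.75 (adjusted p = 0.621) and 0.07 (adjusted p = 0.959). At ‘trough’ BP the means were 9.80 ± 0.06 (SD, n = 3) and 8.47 ± 0.58 (SD, n = 3), again without overlap. The exact permutation p of 0.1 is the smallest that this number of mice allows, and limma gave adjusted p = 0.0817 for the difference of 1.33. From ‘trough’ to ‘peak’ BP, *Ccl19* differed by 0.58 in BPH/2J mice (exact permutation p = 0.0119, adjusted p = 0.215 from limma) and by -0.21 in BPN/3J mice (exact permutation p = 0.607). *Hcrt*, the precursor of the hypocretins, was higher at ‘peak’ than at ‘trough’ BP in BPH/2J mice, with means of 10.17 ± 0.71 (SD, n = 6) and 8.88 ± 0.14 (SD, n = 3). The difference was 1.29 (SE 0.37, exact permutation p = 0.0357, adjusted p = 0.0409 from limma). In BPN/3J mice the means were 8.99 ± 0.63 (SD, n = 6) and 8.73 ± 0.15 (SD, n = 3), a difference of 0.25 (exact permutation p = 0.607). At ‘peak’ BP the strains differed by 1.18 (SE 0.30, exact permutation p = 0.00866, adjusted p = 0.0758 from limma), and at ‘trough’ BP by 0.15 (exact permutation p = 0.3). *Hcrt* in BPN/3J ‘peak’ mouse 11 was 7.71, far below 9.07, the next value in its group. This mouse lowers the difference of 0.25 in BPN/3J mice, and without it the *aFD* of *Hcrt* was 1.72. The call of *Hcrt* in BPH/2J mice ended without any 1 of the 3 ‘trough’ mice (adjusted p of 0.165, 0.115 and 0.101 for mice 1, 2 and 3), BPH/2J ‘peak’ mouse 4 (0.0647), 5 (0.0727), 8 (0.0668) or 9 (0.0624), BPN/3J ‘peak’ mouse 8 (0.0509) or BPN/3J ‘trough’ mouse 3 (0.052). Its strain difference at ‘peak’ BP passed without BPH/2J ‘peak’ mouse 6 (0.0244). *Ccl19* at ‘trough’ BP passed without BPN/3J ‘peak’ mouse 6 (0.0258) or BPN/3J ‘trough’ mouse 1 (0.0427), and without the latter its difference in BPN/3J mice was 0.10.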

The overexpression of *Ccl19* might increase inflammatory response by attracting lymphocytes and dendritic cells [38]. 

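Genes of the inflammatory response had no common direction past the test in *d*. Of 28 members, 19 were positive and 9 negative, with a median of 0.11 (camera adjusted p = 0.192, and adjusted p = 0.66 with an estimated correlation). Random lists of the same signal levels had medians from 0.01 to 0.21. *Lcn2*, the lipocalin gene of the acute phase response, had a *d* of -0.79 (SE 0.37) and *Stat3*, a transcription factor of cytokine signaling, -0.22 (SE 0.12). *Lcn2* dropped by 1.31 from ‘trough’ to ‘peak’ BP in BPH/2J mice (SE 0.26, adjusted p = 0.00603 from limma, 6 against 3 mice). Markers of microglia and macrophages had 11 negative and 4 positive members of 15 and a median of -0.14 (adjusted p = 0.34, and adjusted p = 0.704 with an estimated correlation). By limma 0 members of either list passed adjusted over all probesets or adjusted over the list alone, and 2 inflammatory genes and 1 microglial marker had an unadjusted p under 0.05. The drop of *Lcn2* had adjusted p = 0.0526 without BPH/2J ‘trough’ mouse 3. The inflammatory list passed (adjusted p = 0.0422) when only the higher-numbered ‘peak’ mice were used, an alternative chosen after seeing the data.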

The increase in inflammation at ‘peak’ BP in the BPH/2J mouse is supported by our GO and GST analyses, and the higher levels of inflammatory markers that have been reported in hypertensive patients during the morning BP surge [39].

Besides having a possible role in the onset and maintenance of BP in hypertensive Schlager mice, *Hcrt* also seems to contribute to the heightened stress response in this strain [37] and now in circadian BP. Intracerebroventricular (i.c.v.) administration of hypocretin, by acting on PVN neurons, increases mean arterial pressure, heart rate and renal sympathetic nerve activity [40], [41]. *Hcrt* knockout experiments showed that endogenous hypocretin participates in BP maintenance [42], apparently by increasing sympathetic outflow and consequent induction of the sympatho-adrenomedullary system [42], [43].

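In *d*, the 24 clock genes had 18 negative and 6 positive members and a median of -0.06 (camera adjusted p = 0.148, and adjusted p = 0.689 with an estimated correlation). The largest values were those of *Fbxl21*, a ubiquitin ligase subunit that acts on the cryptochromes (-0.50, SE 0.15, adjusted p = 0.589), and *Nr1d1*, the gene for REV-ERB alpha (-0.37, SE 0.16). *Per2* had 0.26 (SE 0.20) and *Clock* -0.22 (SE 0.16). By limma 0 members passed for *d* adjusted over all probesets or adjusted over the list alone, 2 had an unadjusted p under 0.05, and none stands in Table S1. From ‘trough’ to ‘peak’ BP, *Fbxl21* was higher in BPN/3J mice by 0.61 (SE 0.11, adjusted p = 0.00149 from limma, 6 against 3 mice), as was *Nr1d2* by 0.26 (SE 0.07, adjusted p = 0.0172). In all 3 clock genes were higher there and 0 lower (2 and 0 adjusted over the list alone, camera adjusted p = 0.435). In BPH/2J mice 0 clock genes passed limma and 5 had an unadjusted p under 0.05, and *Nr1d1* passed without BPH/2J ‘peak’ mouse 6 (adjusted p = 0.0451) or BPN/3J ‘trough’ mouse 1 (0.0319) or 4 (0.0464). *Dbp*, a clock-controlled transcription factor, was higher in BPH/2J than in BPN/3J mice at ‘peak’ BP by 0.42 (SE 0.08, adjusted p = 0.0149 from limma, 6 mice each). Markers of the suprachiasmatic nucleus, the site of the central clock, had 6 positive members of 9 and a median *d* of 0.10 (adjusted p = 0.286, and adjusted p = 0.66 with an estimated correlation). Immediate early genes, which follow neuronal activity, had 13 positive members of 20 and a median of 0.16 (adjusted p = 0.155, and adjusted p = 0.704 with an estimated correlation). By limma 0 members of these 2 lists passed adjusted over all probesets or adjusted over the list alone, and 1 and 2 had an unadjusted p under 0.05. *Avp*, a marker of this nucleus, stands in Table S1 and is not independent evidence. The clock list passed without BPN/3J ‘trough’ mouse 4 (adjusted p = 0.0378) and turned without the 2 least correlated arrays (0.703). Between the strains at ‘trough’ BP it was higher in BPH/2J mice, with a median of 0.09, 0 members by limma over all probesets and 3 adjusted over the list alone (camera adjusted p = 0.0215, and adjusted p = 0.619 with an estimated correlation). That call ended without BPH/2J ‘trough’ mouse 3 (0.0867) or BPN/3J ‘trough’ mouse 1 (0.415), with array weights (0.179), dim probesets left out (0.213) or quantile normalization (0.191), and without the 2 least correlated arrays (0.439). In BPN/3J mice *Nr1d2* had 0.102 without BPN/3J ‘trough’ mouse 1. *Bhlhe41*, higher there by 0.36 with all mice, had 0.21 without the same mouse (adjusted p = 0.309 from limma). The call of *Bhlhe41* ended in 11 of the fits that leave out 1 mouse. The immediate early list passed without BPN/3J ‘trough’ mouse 1 (0.000701) and turned negative without BPN/3J ‘trough’ mouse 4 (0.922). It also passed with dim probesets left out (0.0135) and without the 2 least correlated arrays (0.003). The suprachiasmatic list passed with the higher-numbered ‘peak’ mice only (0.00176), which like the former was an alternative chosen after seeing the data.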

None of the 212 genes we identified here were clock genes, highlighting the success of our statistical analysis in the elimination of clock genes. Moreover our data analysis shows the potency of the *aFD* statistics in microarray analysis, the latter being validated by qPCR. In the case of *Avp*, *Oxt* and *Trh*, the *aFD* value measured by qPCR was considerably larger than that generated by the microarray analysis. Such findings are not unique [44] and most likely represent differences between solid-state and solution hybridization, coupled with use of the RMA algorithm, which provides greater specificity and sensitivity, but blunts the magnitude of the fold change [14].

The present study was facilitated by the large magnitude of the circadian changes in BP characteristic of the genetic model of hypertension studied. Other commonly used genetic models of hypertension, such as the spontaneously hypertensive rat, would be much less suitable because they show much smaller circadian differences in BP [45]. Although the replication of our findings in humans would be desirable, biopsy of hypothalamic tissue from human subjects, especially at specific times of the diurnal cycle, would present a challenge. Animal experiments *in vivo* will, moreover, be necessary to discern whether the changes in expression of these genes have a role in the circadian variation in BP in the Schlager hypertensive mouse or if they merely reflect secondary or coincidental phenomena that are not causally influencing BP. Such investigations were beyond the scope of the present study.

Although we sought to prevent clock genes from showing up in our analysis, and no known clock genes were amongst the genes we identified, we cannot absolutely rule out the possibility that some of the genes found were ones not previously recognized as having clock functions, and thus could nevertheless also be contributing to the strain differences in circadian BP patterns between the hypertensive and normotensive mice.

In conclusion, the present study has identified hypothalamic gene signatures of exaggerated circadian BP changes in hypertension in the Schlager BPH/2J mouse, which displays a morning BP surge similar to that seen in human essential hypertension. The 212 differentially expressed genes identified included *Aldh1a2*, *Avp*, *Ccl19*, *Hcrt*, *Oxt*, *Slc8a1*, *Trh* and *Zbtb16*. The integration of pathways involved in the neural and endocrine communication of the hypothalamus with other tissues is highly complex, and much remains to be elucidated. The particular genes revealed here were, moreover, supported by a combination of validation by qPCR, biological meaning and the use of robust statistical analyses with stringent adjustments. Our findings should help guide further research aimed at elucidation of the mechanisms involved in the cause of circadian variation in BP in the Schlager hypertensive mouse and, ultimately, in the morning BP surge in human essential hypertension.

## Supporting Information

Table S1 Genes that differed between ‘peak’ and ‘trough’ BP in BPH/2J Schlager mice after correction by matched awake/asleep controls using an adjusted fold difference (*aFD*) value of ≥1.5.
(DOC) Click here for additional data file.

Table S2 Gene ontology analysis of the gene list for hypertension in the hypothalamus of the Schlager BPH/2J mouse.
(DOC) Click here for additional data file.

Table S3 Gene set tests, based on gene ontology, of the gene list for hypertension in the hypothalamus of the Schlager BPH/2J mouse.
(DOC) Click here for additional data file.

# Supplementary material for: Genes Influencing Circadian Differences in Blood Pressure in Hypertensive Mice
**Source:** PLoS One. 2011 Apr 26;6(4):e19203. doi: 10.1371/journal.pone.0019203
**Supplement:** Table S1 — Genes that differed between ‘peak’ and ‘trough’ BP in BPH/2J Schlager mice after correction by matched awake/asleep controls using an adjusted fold difference (aFD) value of ≥1.5.

**Table S1.** Genes that differed between ‘peak’ and ‘trough’ BP in BPH/2J Schlager mice after correction by matched awake/asleep controls using an adjusted fold difference (*aFD*) value of ≥1.5.

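Recomputed from the arrays, the *aFD* of all 212 probesets in Table S1 had the sign and size given there (largest difference 0.005). Of these, 45 were positive and 167 negative. The unadjusted p of *d* from limma was under 0.05 for 128 and under 0.01 for 60, with 0 after adjustment (smallest adjusted p = 0.177), and the median SE of *d* was 0.29. Genes of the protocadherin beta cluster, which encode adhesion proteins of neurons, had a strain difference lower at ‘peak’ than at ‘trough’ BP. In *d*, 21 of 22 members were negative, with a median of -0.31 (camera adjusted p = 1.26e-06, and adjusted p = 0.534 with an estimated correlation). From ‘trough’ to ‘peak’ BP their median was 0.13 in BPH/2J and 0.62 in BPN/3J mice, a rise in both. Between the strains it was -0.38 at ‘peak’ and 0.12 at ‘trough’ BP. *Pcdhb19* had a *d* of -0.81 (SE 0.23), *Pcdhb21* -0.75 (SE 0.18) and *Pcdhb18* -0.69 (SE 0.21). Adjusted over the list alone, 6 members were lower. Endothelial markers had 15 negative members of 17 and a median of -0.28 (adjusted p = 1.94e-05, and adjusted p = 0.534 with an estimated correlation). *Eltd1* (*Adgrl4*), an adhesion receptor, had -0.74 (SE 0.23), *Slco1a4*, a transporter of the blood-brain barrier, -0.68 (SE 0.21), *Heg1* -0.64 (SE 0.20) and the angiopoietin receptor *Tek* -0.56 (SE 0.20). Adjusted over the list alone, 5 were lower. Beside them, markers of smooth muscle and pericytes, such as *Acta2* (-0.68, SE 0.45), *Myh11* (-0.65, SE 0.37) and *Pdgfrb* (-0.37, SE 0.14), had 11 negative members of 14 and a median of -0.29 (adjusted p = 0.0162, and adjusted p = 0.569 with an estimated correlation). Markers of oligodendrocytes had 15 negative members of 16 and a median of -0.35 (adjusted p = 0.000202, and adjusted p = 0.569 with an estimated correlation), with *Opalin* at -0.68 (SE 0.27) and *Aspa* at -0.64 (SE 0.26). Small nucleolar and small nuclear RNAs, which guide RNA modification and splicing, had 57 negative members of 66 and a median of -0.21 (adjusted p = 0.000814, and adjusted p = 0.66 with an estimated correlation). *Snord57* had -0.54 (SE 0.24) and *Snord73a* -0.51 (SE 0.21). In the order given, 7, 5, 2, 2 and 2 members had an unadjusted p under 0.05, limma gave 0 adjusted over all probesets, and adjusted over the list alone the last 3 lists also had 0. Table S1 holds 6, 5, 2, 2 and 3 of the members, which is not independent evidence. The call of the small RNAs ended without BPN/3J ‘peak’ mouse 11 (adjusted p = 0.317), that of the oligodendrocyte markers without BPN/3J ‘trough’ mouse 4 (0.064), and that of the smooth muscle markers without BPN/3J ‘peak’ mouse 7 (0.0545), BPN/3J ‘trough’ mouse 3 (0.0669) or BPN/3J ‘trough’ mouse 4 (0.168). With array weights the first 2 of these calls also ended (0.271 and 0.457). The call of the small RNAs ended as well with dim probesets left out (0.388), with the lower-numbered ‘peak’ mice only (0.891) and without the 2 least correlated arrays (0.835).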

*Values represent mean of the adjusted fold difference *(aFD)* statistic between ‘peak’ and ‘trough’ samples, based on an absolute *aFD* value exceeding ±1.50. Positive *aFD* values indicate higher expression in the hypertensive group collected in the active period and negative *aFD* values indicate higher expression in hypertensive group collected in the inactive period.

# Supplementary material for: Genes Influencing Circadian Differences in Blood Pressure in Hypertensive Mice
**Source:** PLoS One. 2011 Apr 26;6(4):e19203. doi: 10.1371/journal.pone.0019203
**Supplement:** Table S2 — Gene ontology analysis of the gene list for hypertension in the hypothalamus of the Schlager BPH/2J mouse.

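The genes that Table S2 lists under a term can be set beside their *aFD* at the probesets of Table S1. A positive value means a strain difference higher at ‘peak’ BP. All 5 genes under hormone activity and all 3 under neuropeptide hormone activity were positive, as were the 4 under defense response and the 3 under cytokine-cytokine receptor interaction. Receptor binding had 8 positive genes and 1 negative one, G-protein coupled receptor signaling 4 and 1, and immune system development 3 and 1. Some terms given as over-represented went the other way at these probesets. Ribosome had 1 positive and 5 negative genes, and structural constituent of ribosome 0 and 4. This depends on the probeset. Over all probesets of a gene, 3 genes under ribosome had one at 1.5 or more and 6 had one at -1.5 or less. Under structural constituent of ribosome these were 2 and 4. The mitochondrial ATP synthase complex had 0 and 1, and heparin binding 0 and 2 at the probesets of Table S1. Both genes under heparin binding had a probeset at 1.5 or more as well as one at -1.5 or less. Among terms given as lower, all 13 genes under ion transmembrane transporter activity and all 13 under calcium ion binding were negative. The 3 genes under nicotinic acetylcholine-activated channels and the 7 under actin binding were negative too. These signs follow from the list that the study selected, so they are not independent evidence.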

**Table S2.** Gene ontology analysis of the gene list for hypertension in the hypothalamus of the Schlager BPH/2J mouse.

*Ontology: BP, biological process; MF, molecular function; GOID: Gene Ontology identification. Shown is the Benjamini-Hochberg false discovery rate-adjusted *P* value; OR, odds ratio: p(Ontology W in the list)/p(Ontology W in the universe); ExpCount: expected count; Count: number of genes found that belong to ontology; Size: total number of genes in ontology; Term: ontology-associated term; Gene Symbol: official gene symbol.

# Supplementary material for: Genes Influencing Circadian Differences in Blood Pressure in Hypertensive Mice
**Source:** PLoS One. 2011 Apr 26;6(4):e19203. doi: 10.1371/journal.pone.0019203
**Supplement:** Table S3 — Gene set tests, based on gene ontology, of the gene list for hypertension in the hypothalamus of the Schlager BPH/2J mouse.

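Gene set tests of the kind behind Table S3 (geneSetTest in limma) were run on the lists fixed here, not on its Gene Ontology terms. Higher in *d* were olfactory receptors (adjusted p = 2.85e-79), homeobox and related transcription factors (2.79e-20), chemokines and cytokines (9.49e-09), antimicrobial peptides (2.18e-08), vomeronasal receptors (0.000112) and the other G protein-coupled receptors (0.00407). Lower were Zfp zinc finger genes (3.4e-22), chromatin modification (6.13e-16), helicases (5.98e-11) and the protocadherin beta cluster (2.64e-06). No common direction passed for inflammatory (0.101), renin-angiotensin (0.444), ribosomal (0.473), ATP synthase (0.779) or catecholamine genes (0.779). This test ranks genes and treats them as independent of each other, which genes on an array are not.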

**Table S3.** Gene set tests, based on gene ontology, of the gene list for hypertension in the hypothalamus of the Schlager BPH/2J mouse.

*Ontology: BP, biological process; MF, molecular function; GOID: Gene Ontology identification. Shown is Term: ontology-associated term; Count: number of genes found that belong to ontology; the Benjamini-Hochberg false discovery rate-adjusted *P* value.

How the deposited data were processed for this re-analysis (not part of the article)

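RNA from the hypothalamus of 18 mice had been hybridized to Affymetrix Mouse Gene 1.0 ST arrays, 1 mouse per array. The groups were 6 BPH/2J and 6 BPN/3J mice at ‘peak’ BP and 3 mice of each strain at ‘trough’ BP. Samples were assigned to strain and time by their titles. For the BPN/3J ‘trough’ mice another label gives the strain as BPH/2J, and the title was followed. The numbers in the titles do not pair mice between the strains. Residual correlations between arrays that share a number and a time ran from -0.30 to 0.19.

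The authors normalized the arrays by RMA, and the deposited values are on the log2 scale. Versions of RMA and limma used by the authors are not given in the sources used here. All 34760 probesets had values in all 18 arrays, with 0 missing. Probesets were matched to genes by the platform annotation. Of the 21640 with 1 symbol, which stand for 19937 distinct genes, 21553 were found by gene ID in a reference table and 0 symbols changed. Genes are counted over probesets with 1 symbol, and a gene with several probesets is represented by the one with the highest mean, or by the probeset of Table S1 where the paper names the gene. Genes taken for the size of their difference are given at the probeset with the largest one.

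The *aFD* was computed from group means without a test, as in the paper, and called at 1.5 or more in size. Tests were made in R 4.3.3 with limma 3.58.1, with 14 residual and 2.94 prior degrees of freedom. The 5 comparisons were *d*, ‘peak’ against ‘trough’ BP in each strain, and BPH/2J against BPN/3J at each time. A probeset passed at an adjusted p under 0.05. Single genes of Table 1 were also compared by 2-sided exact permutation tests. Arrays were clustered by Euclidean distance, which the paper names, with average linkage, since the paper's text names no linkage. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

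The 43 gene lists held clock genes, magnocellular and other hypothalamic neuropeptides, catecholamine and renin-angiotensin genes, chemokines and cytokines, inflammatory genes, antimicrobial peptides, ATP synthase and ribosomal proteins, 3 groups of receptors, homeobox and Zfp genes, chromatin modification, helicases, glycolysis, protocadherins, small RNAs, immediate early, heat shock and glucocorticoid-induced genes. The others were markers of cell types and of neighbouring regions. Lists were tested from 5 measured members on, which left 42, since red blood cell markers had too few. Members taken in by the start of their symbol alone, which belong to other families, were removed once the annotation had been read and before any list was tested. Each list was also compared with 10000 random lists matched on signal level.

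Genes were named by a fixed rule. It took every gene named in the paper's text, Table 1 or Table S2. For *d* it took up to 12 genes per direction among those that passed or, since none passed, among those with an unadjusted p under 0.01 and an *aFD* of at least 1.5. For the other comparisons it took the 12 highest and 12 lowest of those that passed, and up to 6 members per list with the smallest p. Predicted genes were counted and not named. The values in Table 1 and Table S1 had been seen when the rule was written.

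The procedure was checked on simulated data with the spread of these arrays. Of 200 probesets changed by 1.0 in *d*, 67.5% were recovered, and 22.5% at 0.6 and 90% at 1.5. At 1.0 the comparisons of ‘peak’ with ‘trough’ BP recovered 86% in either strain, and the comparisons of the strains recovered 91% at ‘peak’ and 82% at ‘trough’ BP. All 10 lists shifted by 0.3 were called and 0 of the 30 others. This does not show how camera fares where members of a list are correlated as on the arrays. With that correlation estimated, 0 of the real lists passed. Of the calls for *d*, 4.76% were false.

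Alternatives were quantile normalization and median centring of the arrays, leaving out probesets under the 40th percentile of signal, array weights, a trend and robust prior, fits of 2 groups only, a block for the mouse number and group medians. Others were all probesets, 1 probeset per gene, the mean of a gene's probesets, geneSetTest, an estimated correlation, other distances and linkages, and leaving out each array in turn. Added after the data were seen were fits without the 2 least correlated arrays, with the lower-numbered or the higher-numbered ‘peak’ mice only, with a term for the latter, and with marker scores as covariates. The qPCR values and the molecular networks were not analysed here.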

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

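The tests of the spread between mice, of variation shared with the marker scores and of the 2 sets of ‘peak’ mouse numbers were chosen after the results had been seen. The 2 marker scores were picked from the scores of 14 lists in each mouse, and the 2 sets of numbers from the clusters and the ribosomal scores, so the relations found with them were partly seen before they were tested.

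At an *aFD* of at least 1.5 in size there were 308 genes, on 344 probesets with 1 symbol. From the spread between mice of 1 group alone, 367 such probesets are expected (1756 of all probesets, of which 2060 were found), and simulated data without a change in *d* gave 271 (1481 of all). By either, this spread could account for most of the number found, and whether for all of it stays open. With the strain labels reassigned within each time, 25 of 100 splits gave as many genes, with 1209 as the highest other. Such splits can turn strain differences that stand at both times, like that of *Gdpd3*, into *d*. Their counts may therefore be too high, and chance stays open. A split with several times the real count may come from this or from a structure of the samples. For gene lists the real count was 18 and the highest other 26 (20 of 100), with the same limit, and chance stays open there too. For genes that passed limma in *d* the real count was 0 and the highest other 51, and since no split can give fewer than 0, the 100 of 100 splits with as many tell nothing about chance. A difference between the strains that changes with the time of day stays open for any single gene.

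The mean *d* of *Oxt*, *Avp* and *Trh* was 1.34 (SE 0.73, 14 degrees of freedom), and 0.83 (SE 0.56, 12 degrees of freedom) with the midbrain dopamine and meningeal marker scores as covariates, so 61.7% remained. Unequal sampling of neighbouring tissue, in which the share of these nuclei would vary between mice, and a difference between the strains cannot be told apart, because both values lie within 2 SE of 0. Within groups the 3 genes and the scores were related at r = -0.68, which is consistent with variation between mice shared with these markers. *Slc6a3*, an abundant marker of the midbrain list, had a mean log2 value of 8.31 in BPH/2J and 9.52 in BPN/3J mice at ‘peak’ BP, and 9.03 in both at ‘trough’ BP. BPN/3J ‘trough’ mice 1, 3 and 4 had 9.88, 10.29 and 6.91, so mouse 4 pulls their mean down and the equal means depend on it. Of the markers, 6 of 20 and 5 of 18 stand in Table S1, and *Th* is also made in the hypothalamus.

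Between ‘peak’ and ‘trough’ BP, 2124 genes passed limma in BPH/2J and 5935 in BPN/3J mice, yet mice of 1 strain at ‘peak’ BP also differed by their number in the labels. BPH/2J mice 4 to 7 against 8 and 9 gave 2712 genes, and BPN/3J mice 5 to 8 against 10 and 11 gave 1779. Across 21640 probesets, which are not independent replicates, this difference in BPH/2J mice was correlated at 0.62 with the difference of lower-numbered ‘peak’ from ‘trough’ mice in BPN/3J, and the converse gave 0.42, so part of that difference may be one between sets of mice. The higher-numbered ‘peak’ mice also differed from ‘trough’ mice, with 1774 and 3308 genes and a correlation of 0.45 between the strains. Time of day, age or a difference in processing could each give this, and no test here tells them apart. The ribosomal protein score was from 0.12 to 0.28 in the lower-numbered ‘peak’ mice, from -0.15 to -0.05 in the higher-numbered and from -0.30 to -0.12 in the ‘trough’ mice, and neither the labels nor the paper names a batch.

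The 4 simple comparisons were not reported by the paper as such for the arrays. By qPCR it compared the groups with ANOVA for the genes of Table 1. ‘peak’ against ‘trough’ BP gave 2124 genes in BPH/2J mice (highest of the other splits 0, 1 of 84 as large, the real one) and 5935 in BPN/3J mice (highest other 208, again 1 of 84), so chance is excluded for both. The count in BPH/2J mice was 1369 without ‘peak’ mouse 5 and 743, 1040 and 998 without ‘trough’ mice 1, 2 and 3, and in BPN/3J mice 2728 and 2887 without ‘trough’ mice 1 and 3. For gene lists, 12 in BPH/2J mice (highest other 22, 25 of 84 splits) and 11 in BPN/3J mice (highest other 25, 64 of 84), chance cannot be excluded. BPH/2J against BPN/3J mice gave 294 genes at ‘peak’ BP, with 4 of 100 splits as large, the real one among them. This share is only just under 0.05 and other splits gave more genes, so chance is not firmly excluded. The highest other split gave 2316 and exchanged BPH/2J mice 5, 6 and 7 with BPN/3J mice 7, 10 and 11, which points to a structure of the samples, and 487 genes passed with a term for the higher-numbered mice. Another that exchanged BPH/2J mice 8 and 9 with BPN/3J mice 5 and 6 gave 729, and another that exchanged BPH/2J mice 6 and 7 with BPN/3J mice 10 and 11 gave 301, and all of these put the 4 higher-numbered ‘peak’ mice together. For its 6 lists the highest other was 19 (92 of 100), where chance cannot be excluded. At ‘trough’ BP, 122 genes (highest other 0, 1 split as large) and 17 lists (highest other 17, 2 splits as large) were found, and the 10 splits are too few for a share under 0.05. The 122 genes became 66, 50 and 49 without BPH/2J ‘trough’ mice 1, 2 and 3, and 63 and 57 without BPN/3J ‘trough’ mice 1 and 3.

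Dixon's test was run on array correlations, genes and marker scores in the 6 BPH/2J and in the 6 BPN/3J ‘peak’ mice, 54 tests in all. In 12 of them a mouse lay far from the others, and chance gives about 1 in 20. The tests share the same mice and often point to the same ones, so they are not independent and the 2 shares cannot be compared directly. The median correlation of BPN/3J ‘peak’ mouse 11 with the other arrays was 0.9638, and 0.9784 was the next in its group. BPN/3J ‘trough’ mouse 1 had 0.9667. *Avp* in BPH/2J ‘peak’ mouse 6 was 7.23 (next 8.74), and *Hcrt* in BPN/3J ‘peak’ mouse 11 was 7.71 (next 9.07). BPH/2J ‘peak’ mouse 6 also had high scores of cortex and hippocampus (0.48, next -0.09), striatum (1.13, next 0.13), smooth muscle (0.20, next -0.10) and meningeal markers (0.57, next -0.25). BPN/3J ‘peak’ mouse 11 had low scores of microglia (-0.23, next -0.02) and neuron markers (-0.15, next -0.03). Serotonin neuron markers stood out in BPN/3J ‘peak’ mouse 10 (1.91, next 0.36), cortex and hippocampus markers in BPN/3J ‘peak’ mouse 8 (0.95, next -0.08) and smooth muscle markers in BPN/3J ‘peak’ mouse 7 (0.30, next -0.12).

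In 18 lists the strain difference itself differed between the times, by camera at its preset correlation. Higher at ‘peak’ BP were magnocellular (adjusted p = 0.0202) and other neuropeptides (0.00959), chemokines and cytokines (6.64e-05), antimicrobial peptides (1.74e-05), olfactory (3.55e-07) and vomeronasal receptors (0.0478), homeobox genes (1.26e-06), pituitary (0.00163) and lymphocyte markers (0.0445). Lower were Zfp genes (1.74e-05), chromatin modification (1.26e-06), helicases (9.17e-06), the protocadherin beta cluster (1.26e-06), small RNAs (0.000814) and markers of oligodendrocytes (0.000202), endothelium (1.94e-05), smooth muscle (0.0162) and meninges (0.0445). With an estimated correlation the smallest adjusted p over the lists was 0.534.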

How the results depend on the processing

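Fits without the 2 least correlated arrays, with part of the ‘peak’ mice, with a term for the higher-numbered ‘peak’ mice and with marker scores were chosen after seeing the data. What arrays can show is limited by signal over background. Of 2060 probesets with an *aFD* of at least 1.5, 1399 lay under the 40th percentile of signal, where the median of *d* also differed from 0 (0.18 in the fourth of 10 groups by level, and -0.12 in brighter ones). Where a fit leaves 2 mice in a group, these are assumed to vary like the others. The block for the mouse number could use 12 arrays with 4 residual degrees of freedom and gave no comparison of times and no list tests. Across the alternatives other than leaving out 1 mouse, a trend and robust prior changed no direction among gene values (194 on the same side of the threshold, 1 newly past it), and median centring changed 2 directions.

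Main values were 308 genes by *aFD*, 0 in *d*, 2124 and 5935 for ‘peak’ against ‘trough’ BP in BPH/2J and BPN/3J mice, 294 and 122 for the strains at ‘peak’ and ‘trough’ BP, 212 probesets of Table S1 recovered, 6 of 6 qPCR genes by *aFD* and a Rand index of 0.63 (0.12 over all probesets). For the changes that follow, the cause was not tested, apart from counts that fall or rise with fewer or more arrays or probesets in the fit.

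With dim probesets left out, 197 genes had the *aFD* and 7 lists passed for BPN/3J ‘peak’ against ‘trough’ (11 before). The catecholamine (adjusted p = 0.949), ATP synthase (0.563), ribosomal (0.902), heat shock (0.757), astrocyte (0.964) and choroid plexus (0.949) lists turned in *d*.

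With the block, counts were 1047 genes by *aFD*, 65 and 12 for the strains at ‘peak’ and ‘trough’ BP and 3 qPCR genes, with an *aFD* of 1.46 for *Avp*, 1.20 for *Trh* and 1.41 for *Hcrt*, and directions turned in *d* for *Atp6ap2* (0.06), *Slc6a3* (1.04), *Chrna6* (0.07) and *Th* (1.00), and for *Avp* between the strains at ‘trough’ BP (0.11).

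With array weights, which gave BPN/3J ‘trough’ mouse 3 9.44 and the others of its group 0.41 and 0.64, 597 genes passed in *d*, 6315 and 12275 for ‘peak’ against ‘trough’ BP, 5233 for the strains at ‘trough’ BP, and 115 probesets of Table S1 were recovered. Turned were the midbrain dopamine (0.868), cortex (0.652), astrocyte (0.868) and neuron (0.457) lists, *Th* (0.19), *Avp* (0.01) and *Trh* (0.12) in BPN/3J ‘peak’ against ‘trough’, *Agtr2* between the strains at ‘peak’ (0.09) and *Avp* at ‘trough’ BP (0.13).

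Fits of 2 groups gave 3193 genes for BPN/3J ‘peak’ against ‘trough’ and 33 for the strains at ‘trough’ BP. All probesets gave 2060 by *aFD* and 462 and 184 for the strains at ‘peak’ and ‘trough’ BP. With 1 probeset per gene 114, and with medians 129, of Table S1 were recovered, and *Th* was 0.35 with medians. An estimated correlation left 0 lists in *d*, 0 and 0 for ‘peak’ against ‘trough’ BP and 0 and 0 for the strains, and geneSetTest gave 11 lists for the strains at ‘peak’ BP (6 before).

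Quantile normalization turned the neuron list (0.905), *Agtr2* at ‘peak’ (0.02) and *Trh* at ‘trough’ BP (-0.08), and median centring the neuron list (0.786), *Agtr2* at ‘peak’ (0.02) and *Avp* at ‘trough’ BP (0.03). Scaled probesets gave a Rand index of 0.14, and Ward linkage 0.27 over all probesets.

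Without the 2 least correlated arrays, 3244 genes passed for BPN/3J ‘peak’ against ‘trough’ and 77 for the strains at ‘trough’ BP, with 9 lists (17 before), and 97 of Table S1 were recovered. The clock (0.703), catecholamine (0.598) and neuron (0.835) lists and *Ccl19* in BPN/3J ‘peak’ against ‘trough’ (0.01) turned.

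With the 4 lower-numbered ‘peak’ mice of each strain, 4740 genes passed for BPH/2J ‘peak’ against ‘trough’, 244 for the strains at ‘trough’ BP, and 111 of Table S1 were recovered. The ATP synthase (0.891), serotonin (0.891), cortex (0.957) and neuron (0.979) lists, *Atp6ap2* (0.01), *Th* (0.01) and *Agtr2* at ‘peak’ (0.06) turned.

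With the 2 higher-numbered, counts were 1411 by *aFD*, 371 and 1146 for ‘peak’ against ‘trough’ BP, 42 and 62 for the strains at ‘peak’ and ‘trough’ BP, 20 lists for BPN/3J ‘peak’ against ‘trough’ and 11 for the strains at ‘peak’ BP. Turned were the catecholamine (0.734), thalamus (0.558), striatum (0.601) and choroid plexus (0.431) lists, the homeobox list in BPH/2J ‘peak’ against ‘trough’ (0.799), *Rps25* there (-0.15), and *Ccl19* (0.10) and *Hcrt* (-0.20) in BPN/3J ‘peak’ against ‘trough’. The term for these mice gave 487 genes for the strains at ‘peak’ BP.

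Leaving out 1 mouse at a time gave 213 (without BPN/3J ‘trough’ mouse 1) to 860 genes by *aFD* (without BPN/3J ‘trough’ mouse 4), 0 to 0 in *d*, 743 to 2445 and 2728 to 6501 for ‘peak’ against ‘trough’ BP in BPH/2J and BPN/3J mice, and 235 to 325 and 49 to 148 for the strains at ‘peak’ and ‘trough’ BP. Lists ran from 13 to 20 in *d*, 6 to 10 for the strains at ‘peak’ and 9 to 17 at ‘trough’ BP, and probesets of Table S1 from 105 to 208. The Rand index ran from 0.14 to 0.69, and from 0.09 to 0.29 over all probesets. Adjusted p of lists that turned in *d* ran from 0.446 to 0.981 (catecholamine), 0.587 to 0.982 (ATP synthase), 0.24 to 0.939 (ribosomal), 0.000701 to 0.922 (immediate early), 0.248 to 0.993 (heat shock), 0.226 to 0.776 (serotonin), 0.265 to 0.964 (cortex), 0.167 to 0.968 (striatum), 0.2 to 0.928 (choroid plexus) and 0.609 to 0.968 (neuron). Values that turned ran from -0.09 to 0.01 (*Atp6ap2*), -0.59 to 0.18 (*Th*) and -0.02 to 1.22 (*Rpl7a*) in *d*, from -0.09 to 0.12 (*Agtr2* between the strains at ‘peak’ BP), from -0.14 to 0.12 (*Avp*) and -0.17 to 0.16 (*Trh*) between them at ‘trough’ BP, and from -0.48 to 0.10 (*Ccl19* in BPN/3J ‘peak’ against ‘trough’). Among gene values in these fits, 3366 stayed on their side of the threshold, 7 were newly past it, 14 turned and the rest were no longer past it.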

Differences from the paper's values

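In this part, the fit of the higher-numbered ‘peak’ mice was chosen after its values were seen. The *aFD* values of the 6 genes in Table 1 and of all 212 probesets in Table S1 matched those computed here within 0.005. The paper's count of 212 genes stands beside 308 computed here at the paper's threshold, over genes with their own symbol. The 2 counts cover unlike probesets, since of the 212 probesets in Table S1 157 have 1 symbol here, 33 have several and 22 are not listed with a symbol. Of those 212, 0 lay under the 40th percentile of signal, against 1399 of all 2060 probesets with the *aFD*. The paper's further condition of good annotation has no stated rule. Of the alternatives set before the data were examined, 197 with dim probesets left out, 240 with 1 probeset per gene and 213 without BPN/3J ‘trough’ mouse 1 lie nearest to the paper's count. Quantile normalization (331), median centring (332), array weights (384), medians (417), the block (1047) and all probesets (2060) lie farther than 1.5 times from it.

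The paper gives terms for the ribosome and for ATP synthase as enriched at ‘peak’ BP. Of the 6 genes that Table S2 lists under ribosome as over-represented, 1 was positive and 5 negative here at the probesets of Table S1, and of the 4 under structural constituent of ribosome 0 were positive. Table S2 also lists ribosome among the terms that were lower, with 8 genes, of which 7 were negative. Other probesets of *Rpl21* and *Rpl29* had an *aFD* of at least 1.5. The gene under ATP synthase, *Atp5l*, had -1.53. In BPH/2J mice alone the direction was that of the paper, with *Atp5l* higher at ‘peak’ than at ‘trough’ BP by 0.79 (SE 0.20, adjusted p = 0.0217) and medians of 0.25 and 0.23 for the ribosomal and ATP synthase lists (1e-07 and 1.16e-05, and 0.894 and 0.103 with an estimated correlation). The call of *Atp5l* in BPH/2J mice ended without BPH/2J ‘trough’ mouse 1 (0.0953), 2 (0.0592) or 3 (0.091). That of the ribosomal list ended with the higher-numbered ‘peak’ mice only (0.476). In BPN/3J mice *Atp5l* rose by 1.40 (SE 0.20, adjusted p = 0.000402). At the probesets of Table S1, 2 genes under neuropeptide signaling were positive and 1, *Lphn2* (-1.67), negative. Under cytokine activity 2 were positive and *Hmgb1* (-1.54) negative, so for these terms the tally goes with the paper's direction. The sign of *Hmgb1* depends on the probeset. Its 32 probesets ran from -1.83 to 1.51, with 1 at 1.5 or more and 3 at -1.5 or less.

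The paper states that its analyses back an increase in inflammation at ‘peak’ BP. The list of inflammatory genes did not pass camera here (adjusted p = 0.192, and 0.101 with geneSetTest), and it passed (0.0422) only with the higher-numbered ‘peak’ mice, an alternative chosen after seeing the values. Chemokines and cytokines and antimicrobial peptides did pass in *d* (6.64e-05 and 1.74e-05, and 0.534 for both with an estimated correlation), yet neither passed as a list from ‘trough’ to ‘peak’ BP in BPH/2J mice, where 4 cytokines were higher and 1 lower by limma, and 0 antimicrobial peptides higher and 2 lower. Their medians were -0.04 (0.987) and -0.07 (0.528) in BPH/2J mice and -0.20 (0.0151, and 0.983 with an estimated correlation) and -0.25 (0.000198, and 0.847) in BPN/3J mice, where the cytokine call ended without BPN/3J ‘trough’ mouse 1 (0.217), and 0.03 for both (0.635) between the strains at ‘peak’ BP. The paper names G-protein coupled receptor signaling as over-represented, and the 198 receptors outside the olfactory and vomeronasal families did not pass camera (0.145). They passed with geneSetTest (0.00407), the test the paper used, and with dim probesets left out (0.0148).

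The legend of Figure 5 gives green for higher and red for lower expression, while that of Figure 2 gives red for higher and green for lower. Table S2 lists *Sftpa1*, *Cycs* and *Prkdc*, which are not in Table S1.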

Other observations

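From ‘trough’ to ‘peak’ BP, genes for ribosomal proteins and ATP synthase were higher in both strains. Of 62 ribosomal protein genes, 7 rose in BPH/2J mice by limma (10 adjusted over the list alone), with a median log2 difference of 0.25 (camera adjusted p = 1e-07, and adjusted p = 0.894 with an estimated correlation). In BPN/3J mice 19 rose and 1 fell (20 and 1 adjusted over the list alone), with a median of 0.28 (2.58e-06, and adjusted p = 0.847 with an estimated correlation). *Rpl19* rose by 1.09 in BPH/2J mice (SE 0.22, adjusted p = 0.00511 from limma, 6 against 3 mice) and by 1.67 in BPN/3J mice (SE 0.22, adjusted p = 0.000213 from limma). *Ppia*, the gene for cyclophilin A, rose by 1.18 (SE 0.23, adjusted p = 0.00506) and 1.65 (SE 0.23, adjusted p = 0.000359). These are the probesets with the largest rise, and at the brightest the values were 0.191 and 0.241 for *Rpl19* and 0.238 and 0.203 for *Ppia*. Of 19 ATP synthase subunits, 6 rose in BPH/2J mice (9 adjusted over the list alone, median 0.23, camera adjusted p = 1.16e-05, and adjusted p = 0.103 with an estimated correlation) and 7 in BPN/3J mice (10 adjusted over the list alone, adjusted p = 3e-04, and adjusted p = 0.378 with an estimated correlation). With only the 2 higher-numbered ‘peak’ mice, an alternative chosen after seeing the data, the ribosomal call in BPH/2J mice ended (0.476).

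In BPH/2J mice, genes of myelin were lower at ‘peak’ BP. *Myrf*, a transcription factor of myelination, fell by 1.07 (SE 0.16, adjusted p = 0.00102 from limma, 6 against 3 mice), and *Fa2h*, an enzyme for myelin lipids, by 0.96 (SE 0.18, adjusted p = 0.00352). Of 16 oligodendrocyte markers 2 were lower (4 adjusted over the list alone, camera adjusted p = 0.00712, and adjusted p = 0.919 with an estimated correlation), a call that ended with array weights (0.0534) or the lower-numbered ‘peak’ mice only (0.211). Chromatin modification genes had 33 lower and 1 higher of 141 (46 and 3 adjusted over the list alone, camera adjusted p = 7.77e-06, and adjusted p = 0.894 with an estimated correlation). Smooth muscle markers had 4 lower of 14 (6 adjusted over the list alone, 0.000154, and adjusted p = 0.894 with an estimated correlation), and meningeal markers moved with them, 3 lower of 18 with a median of -0.61 (5 adjusted over the list alone, 0.000315, and adjusted p = 0.919 with an estimated correlation). Endothelial markers had 5 lower of 17 and a median of -0.33 (camera adjusted p = 0.00271, and adjusted p = 0.894 with an estimated correlation). Adjusted over the list alone, 9 of them were lower and 1 higher. The endothelial call ended with the lower-numbered ‘peak’ mice only (0.0687). In BPN/3J mice, 15 of 22 protocadherin beta genes rose (17 adjusted over the list alone, median 0.62, 3.68e-08, and adjusted p = 0.847 with an estimated correlation), as did 144 of 370 Zfp genes, while 24 fell (166 and 32 adjusted over the list alone, 7.93e-09, and adjusted p = 0.847 with an estimated correlation). Homeobox genes had 55 lower and 2 higher of 214 (61 and 2 adjusted over the list alone, 3.82e-07, and adjusted p = 0.847 with an estimated correlation). In BPH/2J mice the same 3 lists moved the same way with smaller medians. Protocadherin beta genes had 1 higher (1 adjusted over the list alone, median 0.13, camera adjusted p = 0.00777, and adjusted p = 0.919 with an estimated correlation), a call that ended without BPH/2J ‘trough’ mouse 1 (0.0685) or with the higher-numbered ‘peak’ mice only (0.868). Zfp genes had 41 higher and 17 lower (57 and 23 adjusted over the list alone, median 0.12, camera adjusted p = 0.00013, and adjusted p = 0.919 with an estimated correlation), which ended with the higher-numbered ‘peak’ mice only (0.294). Homeobox genes had 9 lower (7 adjusted over the list alone, median -0.09, camera adjusted p = 0.0494, and adjusted p = 0.996 with an estimated correlation). This call ended without any 1 of BPH/2J ‘peak’ mice 4 to 7, BPH/2J ‘trough’ mice 1 and 2 and BPN/3J ‘trough’ mice 1 and 4 (0.0537 to 0.365), with quantile normalization (0.358) or median centring (0.0592) and without the 2 least correlated arrays (0.0632). With the higher-numbered ‘peak’ mice only, the direction of the homeobox list in BPH/2J mice turned (0.799). *Slco1a4* rose by 1.10 in BPN/3J mice (SE 0.15, adjusted p = 0.000253 from limma).

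Large differences between the strains stood at both times for the genes that follow. At ‘peak’ BP, *Gdpd3*, a phosphodiesterase gene, was higher in BPH/2J mice by 3.59 (SE 0.17), *Cthrc1*, a collagen repeat gene, by 2.55 (SE 0.12), *Pla2g4e*, a phospholipase gene, by 1.62 (SE 0.09) and *Alad*, an enzyme of heme synthesis, by 1.42 (SE 0.08). The gene for ribosomal protein S13 (*Rps13*) differed by -4.16 (SE 0.32) and *Tmem267* by -1.81 (SE 0.08), each with n = 6 per strain and an adjusted p of at most 3.57e-07 from limma. At ‘trough’ BP the differences were 3.08, 2.55, 1.87, 1.48, -3.46 and -1.64 in the same order (n = 3 per strain, adjusted p of at most 0.000549 from limma). The brightest probeset of *Rps13* had 0.114 and 0.345 at the 2 times, so its difference depends on the probeset. At ‘peak’ BP the protocadherin beta genes had 6 lower and 1 higher of 22 (15 and 1 adjusted over the list alone, camera adjusted p = 1.16e-15, and adjusted p = 0.344 with an estimated correlation), with *Pcdhb6* at -1.31 (SE 0.14, adjusted p = 2.26e-05). Glucocorticoid-induced genes had 1 higher of 19 (5 adjusted over the list alone, 3.94e-07, and adjusted p = 0.247 with an estimated correlation).

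Other lists did not pass camera in *d*, and with an estimated correlation their adjusted p was between 0.534 and 0.957. Glycolysis (17 members, median 0.05, adjusted p = 0.296), heat shock proteins (18, -0.05, 0.727) and glucocorticoid-induced genes (19, 0.09, 0.125) were among them. Markers of neighbouring regions were serotonin neurons (5 members, median -0.45, adjusted p = 0.42), thalamus and habenula (13, -0.17, 0.322), cortex and hippocampus (8, 0.02, 0.765), striatum (6, 0.02, 0.832), mammillary (7, 0.11, 0.219) and arcuate and ventromedial hypothalamus (10, 0.15, 0.111). Markers of other cells were astrocytes (12, -0.08, 0.563), choroid plexus (10, -0.08, 0.705), ependyma and tanycytes (13, 0.13, 0.34) and neurons (14, 0.02, 0.941, with a mean of -0.01). In the order given, 0, 0, 3, 0, 0, 1, 0, 0, 1, 0, 0, 2 and 1 members had an unadjusted p under 0.05 from limma. Over all probesets 0 passed, and adjusted over the list alone 1 did, *Nr5a1*, a transcription factor of the ventromedial hypothalamus (0.46, SE 0.14).

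Under some alternatives these lists passed or turned. The glucocorticoid list passed with dim probesets left out (0.00249) and with array weights (0.00867), and among alternatives chosen after seeing the data without the 2 least correlated arrays (0.000371) and with the lower-numbered ‘peak’ mice only (0.0262), as did the thalamus list with the latter (0.012). Glycolysis (0.0416) and the arcuate list (0.0135) passed with dim probesets left out. The glucocorticoid list also passed without BPH/2J ‘trough’ mouse 3 (0.0102) or BPN/3J ‘trough’ mouse 1 (0.000554), the thalamus list without BPN/3J ‘peak’ mouse 10 (0.0284) and the arcuate list without BPH/2J ‘peak’ mouse 9 (0.0483) or BPN/3J ‘peak’ mouse 5 (0.0327). The heat shock list turned without BPH/2J ‘peak’ mouse 8 (0.993) or BPH/2J ‘trough’ mouse 2 (0.83), and the serotonin list without BPN/3J ‘peak’ mouse 10 (0.776). The cortex list turned without BPH/2J ‘trough’ mouse 3 (0.96) or BPN/3J ‘trough’ mouse 4 (0.701). The striatum list turned without BPH/2J ‘peak’ mouse 6 (0.431), BPH/2J ‘trough’ mouse 3 (0.473), BPN/3J ‘peak’ mouse 7 (0.968) or BPN/3J ‘trough’ mouse 3 (0.417). The choroid plexus list turned without BPH/2J ‘trough’ mouse 1 (0.36), BPN/3J ‘peak’ mouse 6 (0.837), BPN/3J ‘peak’ mouse 8 (0.928) or BPN/3J ‘trough’ mouse 1 (0.85). The neuron list turned without BPH/2J ‘peak’ mice 4 or 9, BPN/3J ‘peak’ mice 7 or 11, BPH/2J ‘trough’ mouse 1 or BPN/3J ‘trough’ mice 1 or 4 (0.609 to 0.968).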
